# Myc controls a distinct transcriptional program in fetal thymic epithelial cells that determines thymus growth

**DOI:** 10.1038/s41467-019-13465-y

**Published:** 2019-12-02

**Authors:** Jennifer E. Cowan, Justin Malin, Yongge Zhao, Mina O. Seedhom, Christelle Harly, Izumi Ohigashi, Michael Kelly, Yousuke Takahama, Jonathan W. Yewdell, Maggie Cam, Avinash Bhandoola

**Keywords:** Gene regulation in immune cells, Lymphopoiesis, Thymus, Transcriptomics

## Abstract

Interactions between thymic epithelial cells (TEC) and developing thymocytes are essential for T cell development, but molecular insights on TEC and thymus homeostasis are still lacking. Here we identify distinct transcriptional programs of TEC that account for their age-specific properties, including proliferation rates, engraftability and function. Further analyses identify Myc as a regulator of fetal thymus development to support the rapid increase of thymus size during fetal life. Enforced Myc expression in TEC induces the prolonged maintenance of a fetal-specific transcriptional program, which in turn extends the growth phase of the thymus and enhances thymic output; meanwhile, inducible expression of Myc in adult TEC similarly promotes thymic growth. Mechanistically, this Myc function is associated with enhanced ribosomal biogenesis in TEC. Our study thus identifies age-specific transcriptional programs in TEC, and establishes that Myc controls thymus size.

## Abstract (web summary)

Thymic epithelial cells (TEC) are essential for the maturation of functional T cells, while thymus size is proportional to the overall output efficiency. Here the authors show, using transcriptome analyses, that mouse fetal TEC maintain a Myc-dependent genetic program to ensure a rapid increase in thymus size, and thereby expedited T cell generation.

## Introduction

During mouse embryogenesis, the thymus undergoes rapid growth, doubling in size daily until birth. After birth, the thymus continues to expand in size, although at a reduced rate, until peaking in size at ~4 weeks of age. This maximal thymus size is maintained in adult mice until puberty, around 8 weeks, after which it begins to decline^1^. As mice age, there is a dramatic reduction in thymic cellularity, decline in thymic output and diminished T cell function^1^. These dynamic changes in thymus size through life are regulated by TEC^2–4^ but their molecular basis is poorly understood.

The transcription factor Myc has been identified as controlling organ size in *Drosophila*^5^. In vertebrates, however, a role for Myc in controlling organ growth and size is less clear. In mice, incremental reductions in Myc expression using an allelic series of mouse models resulted in an incremental decrease in total body mass, which was accompanied by hypoplasia of some tissues, including the thymus^6^. Mice with targeted Myc depletion in TEC present with small thymi in adulthood, accompanied by reduced TEC proliferation rates and decreased TEC numbers^7^. Hence Myc is needed in TEC for normal thymus size. However, gain of function experiments with Myc have not been performed, and so it is unknown if Myc activity limits thymic size and function. In addition, it is unknown whether alterations in Myc activity occur with age, and so might contribute to the age-dependent pattern of vertebrate thymus growth.

Here, we use next generation sequencing techniques to contrast transcriptional dynamics between fetal and adult TEC. We determine genes underlying the transcriptional programs that differ between fetal and adult TEC, and identify Myc and downstream Myc target genes as controllers of the rapid expansion in thymus size from embryonic stages until young adulthood. We show that ectopic Myc restores the expression of a Myc-controlled gene module to adult TEC, together with functional properties that are normally specific to embryonic TEC. Our results provide insight into mechanisms that underlie functional differences between fetal and adult TEC. They establish that Myc activity in TEC restricts thymus size through life and provide a clear demonstration that Myc activity controls organ size in vertebrates.

## Results

### Transcriptional diversity of TEC through development

To identify age-specific transcriptional profiles of TEC, we performed RNA-seq on isolated TEC populations from selected developmental timepoints. TEC comprise cortical TEC (cTEC), and medullary TEC (mTEC)^8^. At E13.5, cTEC, and mTEC subsets cannot be distinguished based on the markers Ly51 and UEA, therefore we isolated total TEC. We isolated cTEC and mTEC from E15.5, E17.5, newborn, adult and aged mice (Gating strategies in Supplementary Fig. 1a and b). 

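The bulk RNA-seq of WT TEC comprises 45 libraries, each from a sorted population. Total TEC from E13.5 embryos gave 3 libraries. The cTEC gave 3 libraries at each of E15.5, E17.5 and the newborn stage and 5 each from adult and aged mice. The mTEC gave 3 libraries at E15.5, 3 at E17.5, 4 from newborn, 8 from adult and 5 from aged mice. The paper gives the aged mice as 18 to 21 months old, whereas the labels of these libraries give 9 months. The age behind every aged value is therefore uncertain. The library labels assign each to 1 of 4 batches, and the ages are spread unevenly over them: the E13.5 and E15.5 libraries come from batches 1 and 3, and the aged cTEC libraries from batches 3 and 4. The deposited table holds normalized expression of each gene on a log2 scale, from -8.52 to 14.73. The Methods state that embryonic thymi were disaggregated with trypsin and not enriched, whereas newborn and adult thymi were digested with Liberase and enriched over Percoll.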

Experimental replicates clustered closely, as expected (Supplementary Fig. 1c).

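Libraries of the same WT population resembled each other across genes, with a lowest Pearson correlation of 0.748, between libraries of E17.5 mTEC (genes are not independent replicates). The 3 E13.5 TEC libraries were the most alike, with a mean correlation of 0.882, and the 5 adult cTEC libraries the least, with 0.781. By the distance between libraries over 17170 genes, the closest library came from the same population for 5 of 5 aged cTEC, 7 of 8 adult mTEC and 4 of 5 aged mTEC libraries. The same held for 2 of 3 libraries of E13.5 TEC, newborn cTEC and E17.5 mTEC. It held for none of the E15.5 cTEC, E17.5 cTEC, adult cTEC, E15.5 mTEC and newborn mTEC libraries.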

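Among WT libraries of the same age, cTEC and mTEC lay apart along the first principal component of 17170 genes. Across ages they did not, since E15.5 mTEC lay within the range of adult cTEC. The cTEC means ran from -202 (SD 4.71, n = 3) at E15.5 and -158 (SD 14.3, n = 3) in newborn mice to -63.8 (SD 34.2, n = 5) in adults. The mTEC means ran from -67.5 (SD 16.6, n = 3) at E15.5 and 57.1 (SD 48.3, n = 3) at E17.5 to 164 (SD 33.3, n = 4) in newborn and 191 (SD 12.7, n = 8) in adult mice. E13.5 TEC, not yet sorted by lineage, lay with fetal cTEC at -188 (SD 13.4, n = 3). This component (prcomp, genes centred and not scaled) held 28.5% of the variance, with a jackknife SE of 2.48. Lineage accounted for 72.9% of its spread between libraries, age for 35.6% and batch for 14.4%, each taken alone. With each gene scaled to unit variance it held 21.3%.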

Principal-component analysis (PCA) revealed that PC1 (20% of all variance) separated samples based on lineage (Fig. 1a). Thus, cTEC and mTEC maintain distinct transcriptional identities, regardless of developmental timepoint. 

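At every age, cTEC held more transcript of Psmb11, the thymoproteasome subunit of cTEC, and mTEC more of Aire, the regulator of tissue antigen expression. The log2 difference in Psmb11, cTEC minus mTEC, was 3.14 (SE 0.491, adjusted p = 0.0144) at E15.5 and 7.10 (SE 0.571, adjusted p = 2.41e-07) in adults. That in Aire was -9.17 (SE 1.22, adjusted p = 0.00872) and -7.91 (SE 1.08, adjusted p = 4.29e-05) at the same ages. Of the Aire-dependent tissue antigens, 19 of 20 were lower in adult cTEC than adult mTEC, 19 also when adjusted over the list alone (adjusted p = 2.84e-15, and 0.00127 with an estimated correlation). Markers of each lineage followed: 13 of 17 cTEC markers were higher and 15 of 19 mTEC markers lower in adult cTEC (13 and 15 over the list alone, medians log2 2.90 and -2.93, adjusted p = 8.52e-13 and 1.84e-08, and adjusted p = 0.0624 and 0.0598 with an estimated correlation). Keratin Krt5 was lower in cTEC at E15.5, by a log2 difference of -4.36, but not in adults, where it was -0.30 (adjusted p = 0.282). In limma, 490 genes differed between the lineages at E15.5, 1315 at E17.5, 2682 in newborn, 3568 in adult and 3281 in aged mice (3 libraries against 3, 3 against 3, 3 against 4, 5 against 8 and 5 against 5). The counts at the earliest ages fell when most single libraries were left out, which also lowers power with 3 libraries a group. They were 52 at E15.5 without mTEC replicate 3, 91 without mTEC replicate 2, 213 without mTEC replicate 1 and 275 without cTEC replicate 3. At E17.5 they were 823, 701 and 765 without cTEC replicates 1, 2 and 3, and 728 and 697 without mTEC replicates 1 and 2, and in newborn mice 1721 and 1772 without cTEC replicates 2 and 3.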

PC2 (10% of all variance) separated samples by developmental timepoint. This second component revealed greater transcriptional changes at 2-day increments of cTEC development during embryogenesis to adulthood, compared with changes seen between the 17-month^+^ age increase between adult and aged cTEC. 

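Along the second component, which held 9.42% of the variance (jackknife SE 1.56), the cTEC means rose at every age. They were -78.5 (SD 3.68, n = 3) at E15.5, -47 (SD 10.5, n = 3) at E17.5, -14.6 (SD 5.23, n = 3) in newborn, 120 (SD 22.1, n = 5) in adult and 172 (SD 9.3, n = 5) in aged mice, after -94 (SD 5.03, n = 3) in E13.5 TEC. The mTEC means ran from -105 (SD 10.1, n = 3) at E15.5 and -99.2 (SD 5.31, n = 3) at E17.5 to -39.7 (SD 15.3, n = 4) in newborn, -8.93 (SD 10.7, n = 8) in adult and 17.1 (SD 18.2, n = 5) in aged mice. Gene by gene, 53 genes changed from E13.5 TEC to E15.5 cTEC. They included rises of Tbata, a gene of cortical epithelium (log2 3.93, SE 0.468, adjusted p = 0.0152), and falls of Gcm2, the regulator of parathyroid fate (log2 -8.05, SE 1.25, adjusted p = 0.0404). From newborn to adult cTEC, 371 genes changed, among them a fall of the cell cycle regulator E2f7 (log2 -9.34, SE 1.61, adjusted p = 0.0125). With batch as a term 1 gene, a rise, was left, and the call of E2f7 ended. Batches 1 and 2 alone hold both groups, with 1 adult library each and 1 and 2 newborn libraries, so that fit has little power. From E17.5 to newborn cTEC only Dusp1 (log2 4.23, SE 0.365, adjusted p = 0.0436) and Socs3 (log2 3.99, SE 0.385, adjusted p = 0.0493) rose; both respond to cell stress or cytokines. With batch as a term limma called 0 genes, but only batch 1 holds both groups, with 2 E17.5 libraries and 1 newborn library. Newborn thymi were digested with Liberase and embryonic ones with trypsin, and the mean level of dissociation response genes was 3.22 (SD 0.378) at E17.5 and 6.81 (SD 0.922) in newborn cTEC. From E15.5 to E17.5 limma called 0 genes, beside 641 with unadjusted p under 0.05 and 115 called when all 51 libraries shared one fit. Group sizes of 3 to 5 differ between these steps, so the counts are not on one scale. The smallest counts changed when single libraries were left out, which also lowers power in groups of this size. From E13.5 to E15.5 they were 23, 33 and 6 without E15.5 cTEC replicates 1, 2 and 3 and 28, 24 and 23 without E13.5 replicates 1, 2 and 3. From E17.5 to newborn they were 25 without newborn replicate 1 and 0 without any other library. From newborn to adult they were 166, 174 and 175 without newborn replicates 1, 2 and 3 and 219 without adult replicate 3.

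**Figure D1:**
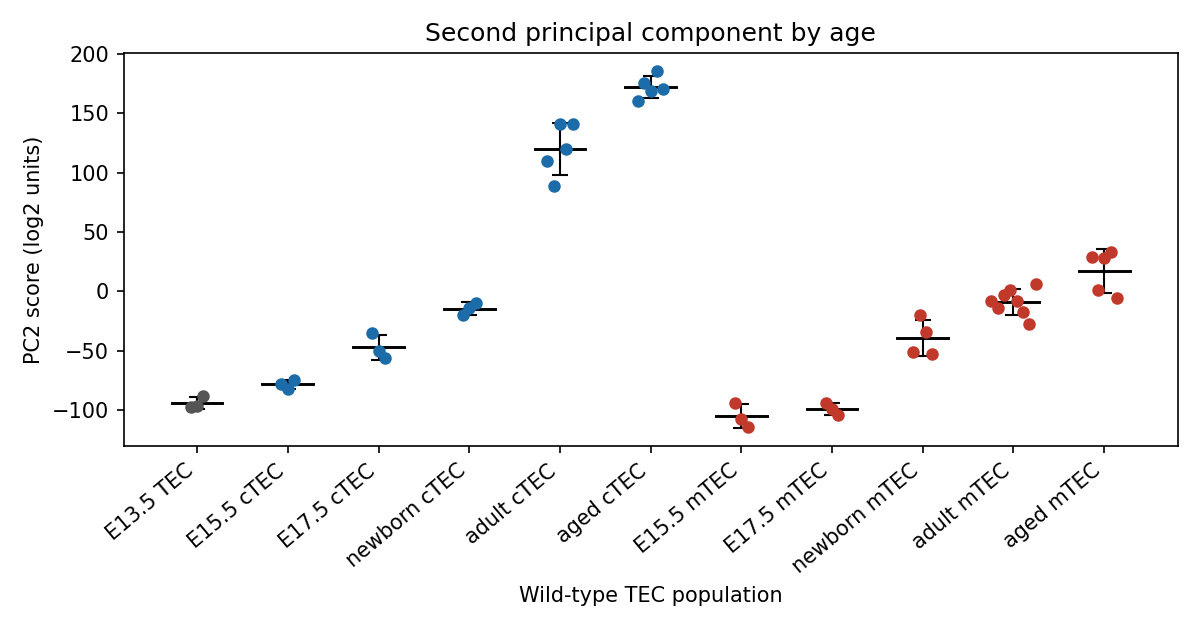
Scores on the second principal component (y axis) of each WT library, by age and lineage (x axis). Each point is a library and each bar a group mean; adult cTEC lie around 120 and aged cTEC around 172, above every fetal library.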

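Interferon response genes were higher in adult than in E13.5 TEC of both lineages: 33 of 44 rose in cTEC (36 over the list alone, median log2 4.09, adjusted p = 4.14e-30, and adjusted p = 0.00349 with an estimated correlation). In mTEC 32 of 43 rose (37, median 3.53, adjusted p = 2.06e-15, and adjusted p = 0.00113 with an estimated correlation), and 0 fell. Other lists differed alongside. The mean haematopoietic level was -1.13 in E13.5 TEC, 5.05 in adult cTEC and 4.90 in adult mTEC, and that of the T cell contaminant genes of the study 0.69, 3.82 and 2.05. The dissociation response level was 3.51, 7.64 and 7.36. Cells positive for CD45 should have been removed by the sort. In adult cTEC (n = 5) against E13.5 TEC (n = 3), the largest rises included Ly6a, a surface antigen (log2 13.70, SE 0.637, adjusted p = 4.28e-07), and Ifit3, an interferon-induced gene (log2 11.77, SE 0.745, adjusted p = 2.87e-06). The largest falls included the chromatin protein Hmga2 (log2 -11.24, SE 1.14, adjusted p = 9.49e-05) and the imprinted growth regulator H19 (log2 -10.39, SE 1.19, adjusted p = 2.23e-04). In adult mTEC (n = 8), the largest rises included the tissue antigens Reg3g (log2 14.17, SE 0.498, adjusted p = 5.59e-11) and Calcb (log2 13.70, SE 0.242, adjusted p = 7.80e-14), and Mfap2, a matrix protein, fell most (log2 -12.13, SE 0.830, adjusted p = 4.70e-08). In limma, 951 genes rose and 741 fell in adult cTEC of 13167 tested, and 3022 rose and 2957 fell in adult mTEC of 14219 tested. At a 2-fold change and unadjusted p under 0.05, the counts were 1629 and 1713 in cTEC and 3153 and 3142 in mTEC. The median of all genes was lower in adults, by a log2 difference of -0.33 in each lineage, which median centring of the libraries reduced to -0.04 and -0.09. With median centring 1134 genes rose and 456 fell in cTEC, and 3261 rose and 2249 fell in mTEC. The cTEC total of 1692 became 404 with batch as a term, and 967, 900 and 944 without E13.5 TEC replicates 1, 2 and 3.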

We found several thousand genes had significantly altered expression between E13.5 TEC and adult cTEC or mTEC (Supplementary Fig. 1d). Moreover, over a thousand genes upregulated or downregulated with age were shared between the two lineages. In contrast, many fewer genes demonstrated significantly altered expression between adult and aged cTEC and mTEC (Supplementary Fig. 1e), of which most were lineage-specific, with less than a hundred upregulated and downregulated genes overlapping between cTEC and mTEC.

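Of 12285 genes tested in both lineages, 703 rose and 610 fell in adult cTEC and adult mTEC alike, against 142.9 and 177.8 expected if the calls fell independently. At a 2-fold change and unadjusted p under 0.05 the shared counts were 1022 and 1165, against 228.6 and 432.1. Opposite changes were few: 17 genes rose in cTEC and fell in mTEC, and 3 did the reverse. Hmga2 was among the shared falls, with a log2 change in mTEC of -11.69 (SE 0.846, adjusted p = 7.90e-08), as was Igf2bp1, a fetal RNA-binding protein (log2 -8.71, SE 1.19, adjusted p = 5.11e-05 in mTEC). With batch as a term fewer genes were shared (count in the closing section). Both comparisons use the same 3 E13.5 TEC libraries. In 50 simulations without any change but with shared fetal libraries, the log2 changes correlated across genes at 0.551 on average. The data gave 0.764 (genes are not independent replicates). Those simulations shared 0 called genes, since no gene was changed in them. They cannot show how many shared calls come from the shared libraries.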

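Among abundant genes, Otog, which encodes an inner ear matrix protein and was near the floor of the table in adult cTEC (n = 5), rose most in aged cTEC (n = 5; log2 13.33, SE 0.729, adjusted p = 7.60e-07), followed by Fam107a (log2 10.36, SE 1.16, adjusted p = 7.67e-04). The largest falls among such genes were Ccnb1, the mitotic cyclin (log2 -6.48, SE 1.17, adjusted p = 0.0132), and Cenpa, a centromeric histone (log2 -5.96, SE 1.22, adjusted p = 0.0230). In aged mTEC (n = 5) against adult mTEC (n = 8), Ldha, the glycolytic lactate dehydrogenase, fell (log2 -0.81, SE 0.110, adjusted p = 0.00907). In limma, 196 genes rose and 97 fell in aged cTEC of 11938 tested, and 1 rose and 2 fell in aged mTEC of 12521 tested. A test of the difference between the lineages called 179 of 14624 genes. Over 10482 genes tested in both, 0 rose and 1 fell in both lineages (0.0134 and 0.00897 by chance), 0 and 0 moved in opposite directions, and at a 2-fold change and unadjusted p under 0.05 the shared counts were 49 and 25 (12.18 and 14.26 by chance). The 293 genes of cTEC became 22 with batch as a term, 118, 114, 151 and 151 without aged replicates 2, 3, 4 and 5, and 168 without adult replicate 2. The 3 genes of mTEC became 6, 0, 1 and 9 without aged replicates 2, 3, 4 and 5, beside 1140 at unadjusted p under 0.05. With batch as a term and without batch 2 limma called 0 genes, so the call of Ldha ended.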

**Fig. 1:**
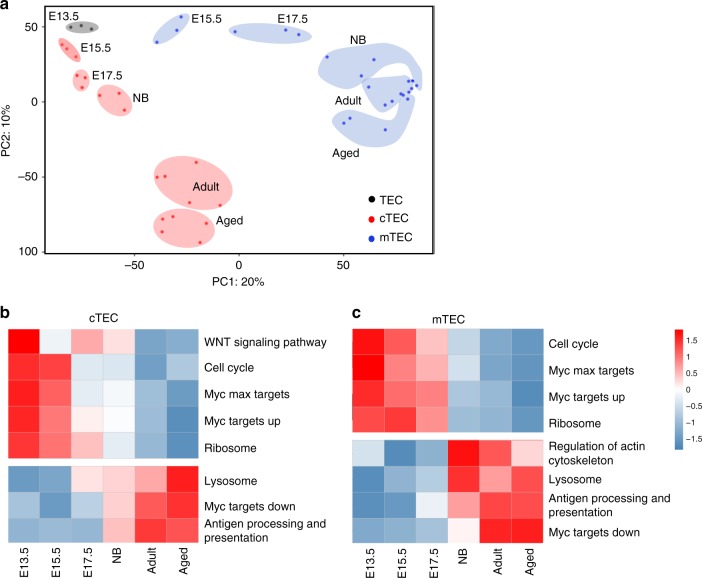
Transcriptional diversity of TEC through development. Total TEC (CD45^−^EpCAM^+^) from embryonic day 13.5 (E13.5, black circles), or cTEC (CD45^−^EpCAM^+^Ly51^+^UEA^−^) (red circles) and mTEC (CD45^−^EpCAM^+^Ly51^−^UEA^+^) (blue circles) from mice at the indicated ages (E15.5, E17.5, newborn (NB), adult or aged were cell sorted for bulk RNA-seq analysis. **a** Two-dimensional representation of populations via a principle component analysis, where each data point is an individual sample and the shaded ovals identify replicate populations. **b**, **c** A row normalized heatmap of expression of gene pathways highly enriched in embryonic or adult cTEC (**b**) or mTEC (**c**) samples at indicated age, identified by gene set variation analysis.

We determined biological processes associated with the age-dependent diversification of TEC, using gene set variation analysis (GSVA)^9^ performed separately on cTEC and mTEC compared against the same E13.5 TEC subset (Supplementary Fig. 1f). The 2000 most differentially expressed genes across all timepoints (Supplementary Data 1) were selected for this analysis^10^. Significantly altered pathways are listed in Supplementary Data 2. Genes highly expressed in both fetal cTEC and mTEC were enriched for pathways involved in cell cycle, ribosomal biogenesis and other described Myc target genes (Fig. 1b, c). 

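Cell division genes fell between E13.5 TEC (n = 3) and adult TEC of both lineages. Of 54 measured G2M genes, 29 fell and 0 rose in adult cTEC, with a median log2 change of -3.40 (41 fell when adjusted over the list alone), and 39 fell in adult mTEC, with a median of -2.45 (42 over the list alone). Examples are the cyclin-dependent kinase gene Cdk1 (log2 -3.83, SE 0.534, adjusted p = 8.69e-04 in cTEC) and its partner Cks1b (log2 -2.56, SE 0.355, adjusted p = 8.55e-04). Of 42 S phase genes, 12 fell in cTEC (29 over the list alone, median log2 -3.10) and 34 in mTEC (38 over the list alone, median -2.51), and none rose.

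Some genes that build ribosomes fell as well. Of 66 ribosome biogenesis factors, 12 fell in adult cTEC (16 over the list alone, median log2 -1.38) and 28 in adult mTEC (28, median -1.20), and none rose. The nucleolar protein Npm1 fell by a log2 change of -2.02 (SE 0.231, adjusted p = 2.49e-04) in cTEC and -1.68 (SE 0.174, adjusted p = 3.42e-06) in mTEC. Of 74 Myc target genes, 28 fell and 1 rose in cTEC (41 and 1 over the list alone, median log2 -1.45) and 48 fell and 4 rose in mTEC (48 and 4, median -1.28). Cdk4, a Myc-induced cell cycle kinase, changed by -2.15 (SE 0.159, adjusted p = 1.03e-05) in cTEC. Oncofetal and imprinted growth genes fell furthest of these lists, 11 of 17 in cTEC (14 over the list alone, median log2 -5.72) and 12 of 17 in mTEC with 1 rise (12 and 2, median -4.63).

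As lists tested against all other genes in limma (camera), G2M genes gave an adjusted p = 4.72e-15 in cTEC and 1.39e-10 in mTEC, and adjusted p = 0.0902 and 0.0123 with an estimated correlation. S phase genes gave an adjusted p = 8.40e-12 and 1.45e-09, and adjusted p = 0.117 and 0.0114 with an estimated correlation. Biogenesis factors gave 2.50e-08 and 2.22e-06, and adjusted p = 0.0518 and 0.00944 with an estimated correlation. Myc targets gave 5.26e-12 and 1.17e-08, and adjusted p = 0.0518 and 0.0114 with an estimated correlation. The oncofetal list gave 2.49e-08 and 0.00194, and adjusted p = 0.0072 and 0.0156 with an estimated correlation. Genes that respond to tissue dissociation, such as Fos and Dusp1, rose over the same interval: 22 of 27 in cTEC with 1 fall (23 and 1 over the list alone, median log2 4.39, adjusted p = 0.0222 with an estimated correlation), and 23 of 26 in mTEC with 1 fall (23 and 1, median 4.13, adjusted p = 0.00679 with an estimated correlation). The paper sets such pathways apart by gene set variation analysis and presumes that they control the early expansion of the thymus.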

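Between adult and aged cTEC (n = 5 each), G2M genes had the lowest median change of the growth lists, and few genes of any growth list passed the test. Of 36 measured G2M genes, 8 fell and 0 rose (21 over the list alone, median log2 -3.20). They include Hmgb2, a chromatin protein of dividing cells (log2 -1.95, SE 0.385, adjusted p = 0.0196), and Cenpa, whose fall is given above. Of 31 S phase genes, 1 fell: Uhrf1, which maintains DNA methylation during replication (log2 -5.17, SE 1.24, adjusted p = 0.0469; 4 over the list alone, median log2 -0.71). Of 72 Myc target genes, 7 fell (9 over the list alone, median log2 -0.43), such as Srm, a polyamine synthase (log2 -1.75, SE 0.389, adjusted p = 0.0331), and Ldha (log2 -0.92, SE 0.194, adjusted p = 0.0263).

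Of 65 ribosome biogenesis factors, 0 were called in limma (median log2 -0.14, adjusted p = 0.234). Of 39 translation factors, 0 were called (median log2 -0.40), and of 31 proteasome subunits 7 fell (17 over the list alone, median log2 -0.54), among them Psma6 (log2 -0.80, SE 0.150, adjusted p = 0.0146). The tests of whole lists gave adjusted p = 8.12e-18 for G2M genes, 0.00106 for S phase, 5.93e-06 for Myc targets, 1.80e-05 for translation factors and 4.82e-16 for the proteasome. None of these calls held when the correlation between genes was estimated: adjusted p = 0.0672, 0.408, 0.269, 0.269 and 0.0672 with an estimated correlation. Transcripts of other cells moved the same way: over the study's 222 measured T cell contaminant genes, which it chose on these libraries, the mean log2 level was 3.82 (SD 0.403) in adult and 2.00 (SD 0.650) in aged cTEC (exact permutation test, two-sided p = 0.00794). The haematopoietic genes Laptm5 (log2 -3.31, SE 0.619, adjusted p = 0.0146) and Rac2 (log2 -4.86, SE 1.09, adjusted p = 0.0357) fell. Dissociation response genes moved the other way, 14 of 26 rising (21 over the list alone, median log2 1.41, adjusted p = 0.106 with an estimated correlation).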

Genes continuing to decline in expression between adult and aged cTEC remained enriched for many of these pathways (Supplementary Fig. 1g and Supplementary Data 3). In contrast, pathways enriched in adulthood or upregulated with age included lysosomes and antigen presentation in both cTEC and mTEC (Fig. 1b, c). These data considerably extend previous work demonstrating that cell cycle signatures are enriched in fetal TEC, and antigen processing and presentation pathways are highly enriched in adult TEC^11,12^.

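Antigen presentation genes were far higher in adult than in E13.5 TEC. Of 25 MHC class I pathway genes, 17 rose in adult cTEC (19 over the list alone, median log2 3.54) and 23 in adult mTEC (23, median 3.75), and 0 fell. B2m, the invariant chain of class I, rose by a log2 change of 5.58 (SE 0.186, adjusted p = 3.42e-08) in cTEC and 6.32 (SE 0.137, adjusted p = 3.42e-13) in mTEC. Of the MHC class II genes, 12 of 15 rose in cTEC (13 over the list alone, median log2 4.36) and 15 of 17 in mTEC with 1 fall (15 and 1, median 5.39), H2-Aa by 4.46 (SE 0.220, adjusted p = 6.78e-07) in cTEC. Of the lysosomal genes, 18 of 64 rose and 0 fell in cTEC (23 over the list alone, median log2 1.05), among them Npc2, a cholesterol transporter (log2 2.10, SE 0.246, adjusted p = 2.91e-04). In mTEC 31 of 65 lysosomal genes rose and 4 fell (32 and 6 over the list alone, median log2 1.13).

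In limma's test of whole lists, class I gave adjusted p = 5.57e-22 in cTEC and 1.01e-16 in mTEC, class II 9.37e-17 and 1.25e-12, and lysosome 9.23e-10 and 4.89e-05. With an estimated correlation all held, at adjusted p = 0.00349 and 0.000596, 0.0176 and 0.00181, and 0.013 and 0.0023. Between adult and aged cTEC, 2 of 64 lysosomal genes rose, Ids and Hexa, which encode lysosomal hydrolases (log2 3.41, SE 0.780, adjusted p = 0.0391, and log2 1.21, SE 0.284, adjusted p = 0.0421; 2 over the list alone, list median 0.36, adjusted p = 0.0141, and adjusted p = 0.269 with an estimated correlation). The class I list had a median of -0.09 (adjusted p = 0.0885, 1 fall of 25: Psmb10, an immunoproteasome subunit, log2 -1.23, SE 0.202, adjusted p = 0.00801; 1 over the list alone). For class II, 0 of 16 genes were called, 0 also over the list alone, and the list was lower (median log2 -0.31, adjusted p = 0.0100, and adjusted p = 0.408 with an estimated correlation). In aged mTEC 0 genes of these lists were called; class I was higher as a list (median log2 0.20, 6 of 24 higher over the list alone, adjusted p = 2.30e-04, and adjusted p = 0.329 with an estimated correlation), and lysosome had a median of 0.06 (adjusted p = 0.404). The class I and class II rises from E13.5 to adult ran alongside genes of blood cells: 5 of 8 haematopoietic genes rose in cTEC (6 over the list alone, median log2 7.73, adjusted p = 0.0518 with an estimated correlation). In mTEC 6 of 7 rose (6 with 1 fall over the list alone, median 10.32, adjusted p = 0.00574 with an estimated correlation). Macrophage and dendritic cell genes, markers of cells that carry class II, rose too, 3 of 8 in cTEC (5 over the list alone, median 4.93, adjusted p = 0.0518 with an estimated correlation) and 10 of 12 in mTEC (10, median 7.20, adjusted p = 0.0018 with an estimated correlation). Whether the transcripts of these lists came from such cells or from TEC themselves was not tested.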

We focused on genes that govern pathways highly enriched at the earliest stages in TEC development, which included cell cycle, ribosomal biogenesis, and other genes downstream of Myc, with the presumption that these control the rapid expansion in thymic size observed in early life.

### Increased proliferation and ribosomal biogenesis in fetal TEC

To examine how transcriptional alterations to cell cycle genes in TEC during thymic maturation correlated with decreased rates of cell division, we performed in vivo single pulse bromodeoxyuridine (BrdU) labeling and measured the frequency of BrdU incorporating TEC 18 h^+^ after labeling^13^. At E15.5, ~30% of TEC were BrdU^+^, this declined to under 20% in TEC at birth, and decreased to <5% by 6 weeks of age (Fig. 2a).

**Fig. 2:**
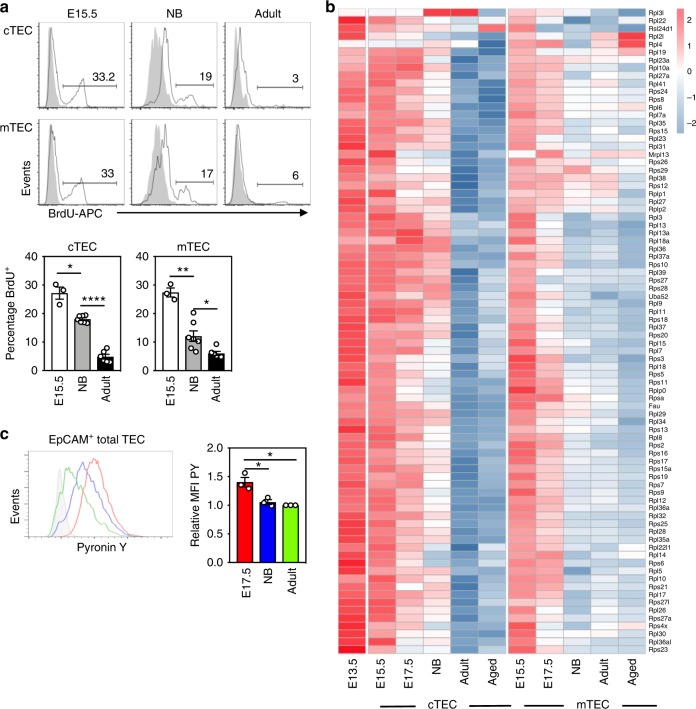
TEC have reduced rates of proliferation and ribosomal biogenesis with age. **a** Representative flow plots of the frequency of BrdU^+^ cells in cTEC (CD45^−^EpCAM^+^Ly51^+^UEA^−^) (above) and mTEC (CD45^−^EpCAM^+^Ly51^−^UEA^+^) (below) displayed as histograms (black line) overlaid on the negative control (gray bar). Bar graphs represent the frequencies of BrdU^+^ cTEC and mTEC populations. **b** A row normalized heatmap of expression of KEGG ribosomal genes at indicated ages, where each column represents an average of a minimum of three biological replicates. **c** Representative flow plot of Pyronin Y staining on DAPI^−^CD45^−^EpCAM^+^ total TEC from indicated timepoints, overlaid as a histogram, where gray filled histogram is RNAse treated adult cells. Bar graph represents the MFI of Pyronin Y at each indicated timepoint, relative to the Pyronin Y MFI of the adult sample which is set to 1 and so has no error bar. All bar graphs show mean ± SEM for a minimum *n* = 3 mice per age. A two-tailed unpaired Student’s *t* test was performed to determine significance. *p < 0.05, **p < 0.01, ****p < 0.0001. The source data underlying (**a**, **c**), are provided as a Source Data file.

GSVA identified overrepresentation of ribosomal genes at embryonic stages in TEC development (Fig. 1b, c). Genes involved in ribosomal biogenesis (KEGG Ribosome) displayed diminishing expression with age in cTEC and mTEC from the high levels observed in the E13.5 TEC and E15.5 cTEC and mTEC (Fig. 2b).

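Cytosolic ribosomal protein genes stood at a mean log2 level of 8.46 (SD 0.264, n = 3) in E13.5 TEC and had lower means in the adult and aged groups. In cTEC the means were 8.36, 8.16, 8.15, 7.75 and 7.42 at E15.5, E17.5, newborn, adult and aged; in mTEC they were 8.53, 8.21, 7.94, 7.85 and 7.78. Of 79 measured genes, 22 fell in adult cTEC against E13.5 TEC (36 over the list alone, median log2 -0.66), and of 78 in adult mTEC 51 fell (56 over the list alone, median -0.56), and none rose. Examples are Rps13 in cTEC (log2 -1.41, SE 0.235, adjusted p = 0.00261) and Rps2 in mTEC (log2 -1.18, SE 0.110, adjusted p = 1.28e-06), both of the small subunit. Against all genes in limma the list was lower in adult cTEC (adjusted p = 7.03e-12) and adult mTEC (adjusted p = 3.85e-10), but not when the correlation between its members was estimated (adjusted p = 0.358 and 0.315 with an estimated correlation).

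As a level per library, the difference from E13.5 was -0.71 in adult cTEC (exact permutation test, two-sided p = 0.0536, n = 5 against 3) and -0.62 in adult mTEC (exact permutation p = 0.0121, n = 8 against 3). From adult to aged it was -0.33 in cTEC (exact permutation p = 0.159, n = 5 against 5) and -0.06 in mTEC (exact permutation p = 0.641, n = 5 against 8); gene by gene 0 members were called in either lineage, although 73 of 79 were negative in cTEC (list adjusted p = 1.66e-08, and adjusted p = 0.541 with an estimated correlation). The whole set of genes was also lower in adults than at E13.5, as stated above. Ribosomal protein genes have many processed pseudogenes, so a share of their reads may be uncertain in origin, which was not tested.

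**Figure D2:**
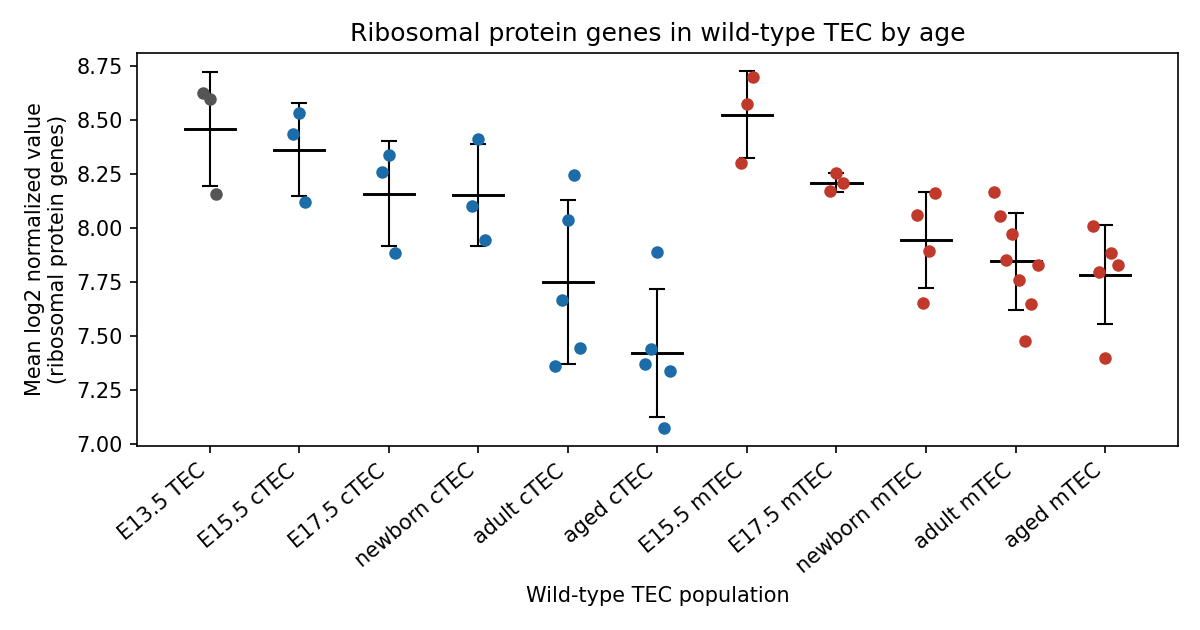
Mean log2 level of the cytosolic ribosomal protein genes (y axis) in each WT library, by age and lineage (x axis). Each point is a library and each bar a group mean; the means go from 8.46 in E13.5 TEC to 7.42 in aged cTEC and 7.78 in aged mTEC.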

Approximately 85% of RNA in a cell is ribosomal (r)RNA^14^; thus, measuring total RNA abundance is a simple estimate of cellular ribosome content. To examine if the age-dependent decrease in ribosomal protein gene transcripts correlates with a decline in ribosomal concentration, we measured the total RNA abundance of TEC across this data set using Pyronin Y (PY) that intercalates into RNA. Co-staining for intracellular PY and DAPI permitted the exclusion of proliferating DAPI^+^ TEC from the analysis, as proliferating cells typically contain higher levels of RNA and TEC proliferation rates vary with age (Fig. 2a). Assessment of PY fluorescence on E17.5, newborn, and adult samples demonstrated age-dependent reduction in total RNA abundance in non-cycling TEC over these developmental timepoints (Fig. 2c).

### Single-cell transcriptome analysis of fetal and adult TEC

To assess in greater depth the age-dependent transcriptional diversity in TEC, we transcriptionally profiled TEC from different ages using single-cell RNA-seq (scRNA-seq). We focused on cTEC as TEC progenitors have been reported to express cTEC markers prior to differentiating into their downstream cTEC/mTEC progeny in the fetal thymus^15^ and we wanted to include such putative TEC progenitors which might control embryonic thymic expansion. Visualization of data using a t-distributed stochastic neighbor embedding (t-SNE) plot identified clusters of TEC as well as contaminating non-TEC (Supplementary Fig. 2a and b). Newborn and adult cTEC contained a T cell contaminated cluster (cluster 10, Supplementary Fig. 2c) likely representing thymic nurse cells, consisting of CD4^+^ CD8^+^ thymocytes enclosed within cTEC^16^. Adult mTEC clustered separately from adult cTEC, and lacked detectable expression of cTEC specific genes including *Psbmb11* (Supplementary Fig. 2d)^17^, confirming the purity of the limited number of adult cTEC. In addition, we identified a small subset of described putative TEC progenitors in postnatal mice expressing Plet1, Cldn3, and Cldn4 genes (cluster 13)^18,19^. Contaminating clusters (10, 11, and 12) and adult mTEC were removed before further analysis and all used populations are displayed in the t-SNE plot in Fig. 3a.

**Fig. 3:**
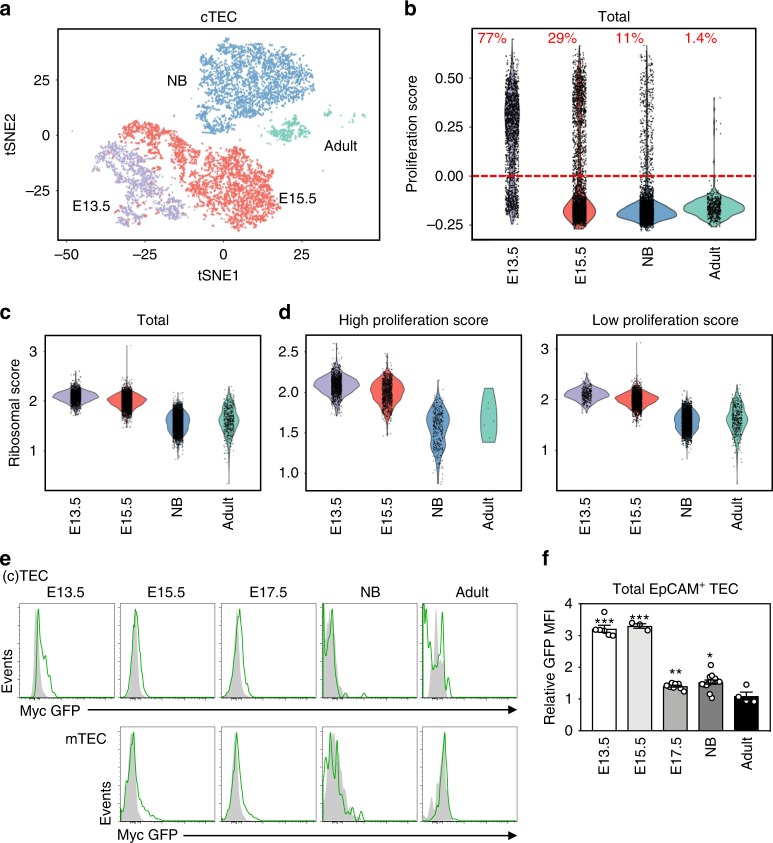
A decline in Myc activity and protein levels in TEC during fetal development. Single-cell RNA-seq analysis of cell sorted total TEC (CD45^−^EpCAM^+^) from embryonic day 13.5 (E13.5, purple) and cTEC (CD45^−^EpCAM^+^Ly51^+^UEA^−^) from embryonic day 15.5 (E15.5, pink), newborn (NB, blue) and adult (green) mice. **a** A t-SNE plot of TEC populations, colored and clustered by indicated ages; each dot is a cell. **b** A violin plot of the proliferation score applied to cells at each indicated timepoint. The red line separates cells with a high proliferation score above the line and a low proliferation score below the line; percentages of cells above the line are indicated in red. Violins plots of the ribosomal score applied to total cells (**c**), or cells with a high proliferation and low proliferation score (**d**) at indicated timepoints. **e** Myc-GFP levels displayed as histogram gated on CD45^-^EpCAM^+^ total TEC from E13.5, or cTEC (CD45^−^EpCAM^+^Ly51^+^UEA^−^) (above) and mTEC (CD45^−^EpCAM^+^Ly51^−^UEA^+^) (below) subsets from homozygote GFP-c-Myc knock-in mice at each indicated age, overlaid on litter mate WT GFP-c-Myc knock-in controls (filled gray histograms). **f** Bar graph represents the relative Myc-GFP MFI against WT aged matched controls in total CD45^−^EpCAM^+^ total TEC at each indicated timepoint. Bar graphs show mean ± SEM for a minimum *n* = 3 mice per age. A two-tailed unpaired Student’s *t* test was performed to determine significance. *p < 0.05, **p < 0.01, ***p < 0.001. The source data underlying (**f**) are provided as a Source Data file.

### Myc activity declines in TEC during development

Cell cycle genes can dominate transcriptional variation within cell populations^20^. Therefore, some, if not all distinct gene signatures identified by the bulk RNA-seq in embryonic TEC could conceivably result from high proliferation rates of TEC at early developmental timepoints. We therefore used the scRNA-seq data set to examine if the observed decline of ribosomal protein transcripts during development occurred within non-proliferating cTEC.

We determined the proliferation status of individual cells in each sample by constructing a proliferation score using the Seurat CellCycleScoring function^21^ from a combined list of G2M-phase and S-phase genes^20^ (Fig. 3b). The frequency of cells with a high proliferation score declined from E13.5 to newborn and further in adult, consistent with the declining frequency of BrdU^+^ cTEC with age observed in Fig. 2a. Next, we generated a ribosomal score from the KEGG Ribosome gene set. We observed a dramatic decrease in the ribosomal score between E13.5 and newborn subsets (Fig. 3c); and a further but smaller decline between newborn and adult cTEC, consistent with gene expression profiles at the population level (Fig. 2b). The cTEC were then divided into subsets with low or high proliferation scores (Fig. 3d). Both subsets displayed an equivalent reduction in ribosomal score between E13.5 and newborn, thus indicating that the observed decline in expression of genes implicated in ribosomal biogenesis with age is not a trivial consequence of reduced numbers of cycling cells but is independent of cell cycle status. We additionally tested the strength of the relationship between ribosomal expression and age by fitting a general linear model to the data. Ribosomal score and developmental timepoint were strongly correlated (*R*^2^ = 0.67), and remained strongly correlated when cell cycle status was regressed out (*R*^2^ = 0.67).

To confirm the decline in expression of ribosomal genes with increased age was not driven by cellular heterogeneity, such as frequencies of undifferentiated cells, we repeated this analysis using clusters defined by transcriptional similarity (Supplementary Fig. 2b). Interestingly, the proliferation score for the cluster analysis displayed dramatic differences between individual clusters at E15.5 and NB stages (Supplementary Fig. 2e), revealing heterogeneity in cTEC based on proliferation status at these developmental stages (genes differentially expressed between clusters of the same developmental timepoint are listed in Supplementary Data 4). However, cTEC clusters at each developmental timepoint had similar ribosomal scores, that declined with developmental age (Supplementary Fig. 2f). This cluster analysis strengthens the finding that the decline in expression of ribosomal genes during development is independent of cell cycle. We conclude that this decline in expression of ribosomal genes with age is a key feature of the development of thymic epithelial cells.

Transcription factor Myc is a critical controller of ribosomal biogenesis^22^. We, therefore, examined if Myc protein abundance differed in TEC through development. We used a green fluorescent protein (GFP)-c-Myc knock-in mouse, where GFP is a surrogate for Myc protein. Myc-GFP protein levels were highest in TEC at E13.5 and declined in expression until birth (Fig. 3e) in both cTEC and mTEC. Myc-GFP was not detectable above background in adult TEC of either lineage (Fig. 3f). Interestingly, transcript levels of *Myc* by bulk RNA-seq analysis did not decrease with age (Supplementary Fig. 3a). 

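Myc mRNA was neither highest in fetal TEC nor lowest in aged TEC. Its mean log2 level was 5.79 (SD 0.13, n = 3) in E13.5 TEC. In cTEC it was 5.28, 4.86, 6.49, 6.12 and 6.13 at E15.5, E17.5, newborn, adult and aged, and in mTEC 5.24, 5.37, 6.11, 5.92 and 5.48. The log2 difference of adult cTEC from E13.5 TEC was 0.34 (SE 0.363, adjusted p = 0.578) and that of adult mTEC 0.14 (SE 0.286, adjusted p = 0.724). Aged minus adult was 0.01 (SE 0.340, adjusted p = 0.996) in cTEC and -0.44 (SE 0.294, adjusted p = 0.705) in mTEC. None of these comparisons in limma passed an adjusted p of 0.05, with 3 to 8 libraries a group.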

The disparity in *Myc* mRNA and protein expression suggests Myc is post-transcriptionally regulated in adult TEC^23^. The results establish that a reduction in Myc protein levels occurs through fetal development, concordant with the earlier observed age-related reduction in expression of Myc target genes in TEC.

### Transgenic expression of Myc in TEC drives thymic growth

To examine if the decrease in Myc protein observed in TEC after birth limits thymic growth in adult mice, we ectopically expressed Myc in TEC and examined the effects of continual Myc expression on thymic size. We crossed FoxN1Cre recombinase mice^24^ to mice with a human MYC cDNA transgene inserted into the Rosa-26 locus (R26StopFLMyc)^25^. We called these FoxN1MycTg mice. Population level RNA-seq confirmed increased human *MYC* mRNA in cTEC, and to a lesser degree in mTEC, in adult FoxN1MycTg mice (Supplementary Fig. 3a). Furthermore, we confirmed an increase in Myc protein by flow cytometry in adult FoxN1MycTg cTEC and mTEC (Supplementary Fig. 3b).

Next, we explored the biological consequences of forced Myc expression in TEC on thymic size. Transgenic expression of Myc in TEC conferred a dramatic increase in thymic size in adult mice (Fig. 4a, b). Whereas transgenic Myc had no effect on thymic size at E14.5 or at the newborn stages in development, by 4 weeks of age mice displayed a twofold increase in thymic size compared with littermate controls (Fig. 4a). The size of the thymus continued to expand into adulthood, causing mice to die from 15 weeks onward^2^. This undetectable increase in size until after birth is similar to other large thymus mouse models^3,4^. It is likely because endogenous Myc already supports high Myc activity during fetal development, and so ectopically expressed Myc has little effect until endogenous Myc has diminished. The frequency and number of EpCAM^+^ TEC were greatly increased in the thymus of adult FoxN1MycTg mice (Fig. 4c). The ratio of cTEC to mTEC was also altered, with an increased frequency of cTEC recovered from adult FoxN1MycTg thymi; however, the numbers of both TEC lineages were significantly increased in the FoxN1MycTg, due to the dramatic increase in number of TEC (Fig. 4c). FoxN1MycTg mice possessed normal frequencies of CD80^+^Class II^+^mTEC^hi^ and CD80^−^Class II^low^mTEC^low^ subsets, and unaffected frequencies of Aire^+^mTEC^hi^ (Fig. 4d); again, the numbers of all mTEC subsets were significantly increased in FoxN1MycTg thymi, due to the increase in total numbers. Although the overall size of thymic lobes was considerably larger in FoxN1MycTg mice, thymic architecture remained relatively unchanged, with no obvious defects observed by H&E staining (Supplementary Fig. 4a).

**Fig. 4:**
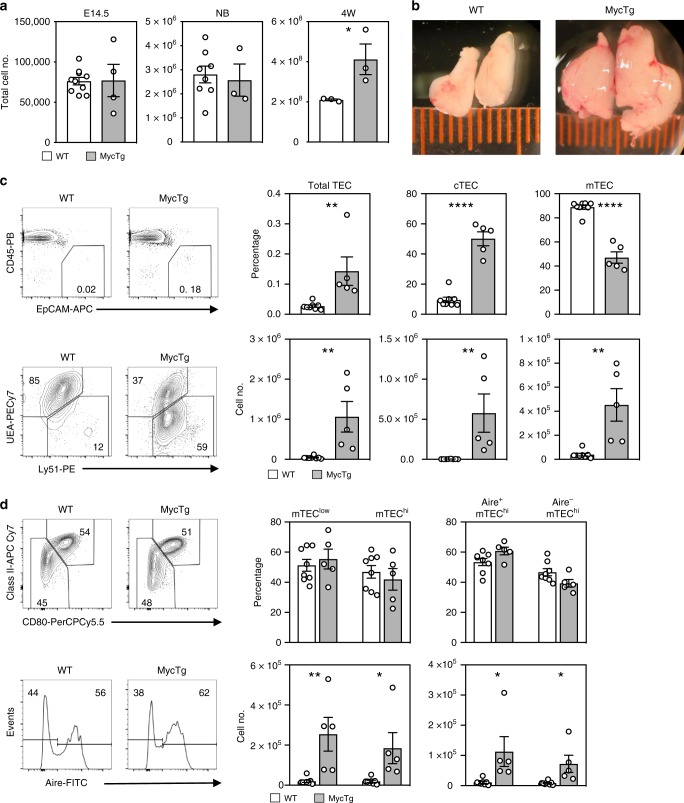
Transgenic expression of Myc in TEC drives thymic growth. **a** Total thymus counts of WT (white bars) or FoxN1MycTg (gray bars) mice at embryonic day 14.5 (E14.5), newborn (NB) or 4 weeks of age. **b** Photographs of 10-week-old thymi from WT (left) or FoxN1MycTg (right) mice. **c** Representative flow plots of the frequency of CD45^−^ EpCAM^+^ total TEC (above), or Ly51^+^ UEA^−^ cTEC and Ly51^−^ UEA^+^ mTEC pre-gated on CD45^−^ EpCAM^+^ total TEC (below), from 4-week-old WT or FoxN1MycTg mice. Bar graphs display the frequency (above) or cell number (below) of total TEC (left), cTEC (middle) or mTEC (right) of adult WT or FoxN1MycTg mice. **d** Representative flow plots of CD80^+^ ClassII^+^ mTEC^hi^ or CD80^−^ClassII^low^ mTEC^low^, pre-gated on Ly51^−^ UEA^+^ mTEC, or histograms displaying the frequency of Aire^+^ and Aire^−^ cells pre-gated on CD80^+^ ClassII^+^ mTEC^hi^ from WT or FoxN1MycTg mice. Bar graphs display the frequency (above) or numbers (below) of the corresponding populations. All bar graphs show mean ± SEM for a minimum *n* = 3 mice per genotype. A two-tailed unpaired Student’s *t* test was performed to determine significance. *p < 0.05, **p < 0.01, ****p < 0.0001. The source data underlying (**a**), (**c**), (**d**) are provided as a Source Data file.

### Transgenic Myc expression in TEC increases thymic function

The expansion of TEC numbers in FoxN1MycTg mice fostered a dramatic increase in the number of thymocytes recovered from adult thymi. Proportions of the major thymocyte populations were minimally altered in the enlarged thymi, based on CD4, CD8, and TCRβ expression, whilst numbers of each population were increased (Supplementary Fig. 4b and c). More detailed analysis detected some differences within the FoxN1MycTg single positive (SP) CD4 and SP CD8 thymocyte compartments. FoxN1MycTg thymi had a small but consistent increase in frequency of FoxP3^+^ CD25^+^ T regulatory cells compared with WT controls (Supplementary Fig. 4d). Furthermore, an increase in the frequency of the most mature CD69^−^CD62L^+^ SP4 and SP8 thymocytes was detected within the FoxN1MycTg adult thymus (Supplementary Fig. 4e). However, this was not a consequence of increased proliferation rate (Supplementary Fig. 4f).

The expansion in the TEC compartment increased the number of T cells in the periphery of adult FoxN1MycTg mice^26^. The cellularity of the spleen was unchanged in adult FoxN1MycTg mice, and the frequency and number of extrathymically generated B cells was not significantly altered (Supplementary Fig. 5a). However, increased frequencies and numbers of T cells were measured in the spleen (Supplementary Fig. 5b) due to a significant increase in the number of naive T cells (Supplementary Fig. 5c and d). The numbers of central memory and effector memory CD4 T cells were unaltered in the spleen of the FoxN1MycTg mice (Supplementary Fig. 5c). The numbers of central memory, but not effector memory, CD8 T cells were increased (Supplementary Fig. 5d). In addition, the frequencies of T Regulatory cells were significantly reduced within the periphery of the FoxN1MycTg mice, although the overall increase in the numbers of total CD4 T cells resulted in no alterations to the numbers of this subset (Supplementary Fig. 5e).

The elevated numbers of naive T cells suggested an increase in recent thymic emigrants. We crossed the FoxN1MycTg mice to Rag2-GFP reporter mice, where retained GFP expression marks recent thymic emigrants^27^ and confirmed FoxN1MycTgRag2-GFP mice had increased frequencies of Rag2-GFP^+^ T cells (Supplementary Fig. 5f).

Collectively, the results confirm transgenic expression of Myc in TEC resulted in increased thymus size in adult mice, which consequently increased T cell output.

### Transcriptional effects of transgenic Myc expression

To establish if the Myc induced TEC expansion and thymic growth in adult FoxN1MycTg mice was mediated by similar mechanisms to those driving thymic growth in the fetal thymus, we examined the transcriptional effects of enforced Myc expression on TEC. 

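Bulk libraries of adult FoxN1MycTg mice number 3 for cTEC and 3 for mTEC, and the paper gives the age of these mice as 10 weeks. They are set against the 5 adult WT cTEC and 8 adult WT mTEC libraries, from mice of 4 to 6 weeks by the paper. All 6 transgenic libraries carry the label of batch 2, which also holds 3 of the adult WT mTEC libraries and 1 of the adult WT cTEC libraries. The transcript of the human MYC transgene is not listed in the deposited table. Mouse Myc had a mean log2 level of 7.72 (SD 0.74) in FoxN1MycTg cTEC and 6.40 (SD 0.33) in FoxN1MycTg mTEC. Against adult WT the log2 difference was 1.60 (SE 0.402, adjusted p = 0.0341) in cTEC and 0.48 (SE 0.309, adjusted p = 0.264) in mTEC. The reads were aligned to the mouse genome, and whether reads of the human MYC cDNA count toward mouse Myc was not tested.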

We first determined the changes between adult FoxN1MycTg cTEC and mTEC and WT controls using bulk RNA-seq. This comparison revealed thousands of genes significantly upregulated and downregulated in the FoxN1MycTg TEC compared with WT (Supplementary Fig. 6a), with overlap between the two TEC lineages. 

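In FoxN1MycTg cTEC the largest rises included Tdgf1, a Nodal co-receptor (log2 11.29, SE 1.22, adjusted p = 0.00155), and Tert, the telomerase reverse transcriptase (log2 10.02, SE 1.45, adjusted p = 0.00447). The largest falls included Aldh1a3, a retinoic acid synthase (log2 -9.28, SE 0.972, adjusted p = 0.00155), and the cytokine Il33 (log2 -9.13, SE 1.37, adjusted p = 0.00517). In FoxN1MycTg mTEC, Cnpy1, a protein of the endoplasmic reticulum, rose most (log2 10.28, SE 1.05, adjusted p = 1.01e-05), and Tbx21, a transcription factor, was among the largest falls (log2 -9.93, SE 0.773, adjusted p = 1.14e-06). In limma, 745 genes rose and 503 fell in cTEC of 12754 tested (n = 3 against 5), and 1674 rose and 1933 fell in mTEC of 13759 tested (n = 3 against 8). At a 2-fold change and unadjusted p under 0.05 the counts were 1922 and 1335 in cTEC and 2276 and 2330 in mTEC. Of 11446 genes tested in both lineages, 326 rose and 192 fell in both (97.66 and 53.01 by chance), and 18 rose in cTEC and fell in mTEC while 29 did the reverse. A test of the difference between the lineages called 1182 of 15647 genes.

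The median of all genes was higher in FoxN1MycTg, by log2 0.15 in cTEC and 0.12 in mTEC, and after quantile normalization of the deposited values it was -0.02 and -0.06, with 529 rises and 662 falls in cTEC and 1272 and 2157 in mTEC. Within batch 2 alone, limma called 0 genes in cTEC, where 1 WT library remains, 949 in mTEC and 0 shared; with batch as a term, 45 in cTEC and 2126 in mTEC. Without FoxN1MycTg cTEC replicates 1, 2 and 3 the cTEC count was 497, 446 and 447.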

Genes upregulated in the FoxN1MycTg cTEC and mTEC were associated with ribosomal biogenesis and translation; whereas genes declining in expression were implicated in antigen processing and presentation, cell adhesion, interferon gamma response, and response to cytokine (Supplementary Fig. 6b and Supplementary Data 5). 

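Ribosomal protein genes rose together in both lineages of FoxN1MycTg mice. Of the cytosolic ribosomal proteins, 57 of 79 rose in cTEC (73 over the list alone, median log2 1.13) and 77 of 78 in mTEC (77, median 1.20), and 0 fell. Rpl3 rose by a log2 change of 1.50 (SE 0.159, adjusted p = 0.00155) in cTEC and Rplp0 by 1.33 (SE 0.0971, adjusted p = 8.05e-07) in mTEC, both of the large subunit. Among ribosome biogenesis factors, 14 of 66 rose in cTEC (31 with 1 fall over the list alone, median log2 1.51) and 28 of 66 in mTEC (35, median 1.33), among them Npm1 (log2 2.25, SE 0.220, adjusted p = 0.00139) and Ncl (log2 2.85, SE 0.326, adjusted p = 0.00179), nucleolar proteins, in cTEC. Of 39 translation factors, 12 rose in cTEC (17 over the list alone, median log2 0.77) and 22 in mTEC with 3 falls (26 and 3, median 0.80), led in each lineage by the elongation factor Eef1a1 (log2 1.50, SE 0.111, adjusted p = 2.40e-04, and log2 1.59, SE 0.0889, adjusted p = 7.81e-08).

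In the test of whole lists (limma, camera), cytosolic ribosomal proteins gave adjusted p = 8.01e-28 in cTEC and 5.38e-41 in mTEC, with adjusted p = 0.301 and 0.0719 with an estimated correlation. Biogenesis factors gave 2.94e-09 and 7.22e-08 (adjusted p = 0.0824 and 0.0108 with an estimated correlation), and translation factors 1.07e-08 and 4.13e-09 (adjusted p = 0.056 and 0.0108 with an estimated correlation). Within batch 2 the ribosomal protein level was 8.96 to 9.13 in the 3 FoxN1MycTg and 7.76 to 7.97 in the 3 WT mTEC libraries, and 8.74 to 9.17 in the 3 FoxN1MycTg cTEC libraries beside 7.67 in the lone WT cTEC library.

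Some antigen presentation genes fell. Of the MHC class I pathway, 7 of 25 genes fell in cTEC (9 over the list alone, median log2 -0.39) and 15 of 24 in mTEC (16 with 1 rise, median -0.46). They included the heavy chain H2-K1 (log2 -0.93, SE 0.120, adjusted p = 0.00321) in cTEC and Psme2, a proteasome activator (log2 -1.21, SE 0.0965, adjusted p = 1.39e-06), in mTEC. Of the MHC class II genes, 13 of 17 fell in mTEC (14 over the list alone, median log2 -1.87) and 2 of 15 in cTEC (5 with 2 rises, median -0.36, adjusted p = 0.0634). Class I gave adjusted p = 9.25e-05 in cTEC and 2.81e-07 in mTEC (adjusted p = 0.056 and 0.00417 with an estimated correlation) and class II 4.13e-09 in mTEC (adjusted p = 0.0511 with an estimated correlation). Macrophage and dendritic cell genes, markers of cells that carry class II, fell in the same mTEC libraries, from a mean level of 2.46 (SD 0.448) in WT to -0.39 (SD 0.532) in FoxN1MycTg (8 of 13 members fell, adjusted p = 0.0371 with an estimated correlation). The sort for CD45-negative and EpCAM-positive cells should remove such cells. Whether these transcripts came from such cells or from mTEC themselves was not tested.

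Cytokine-responsive genes fell in both lineages: 10 of 30 NF-kB and cytokine response genes in cTEC (15 over the list alone, median log2 -1.18) and 23 of 30 in mTEC (25, median -2.41), with 0 rises. Nfkbia, the NF-kB inhibitor induced by NF-kB itself, fell by a log2 change of -2.06 (SE 0.0664, adjusted p = 8.02e-11) in mTEC and Socs3, a feedback inhibitor of cytokine signals, by -3.60 (SE 0.544, adjusted p = 0.00517) in cTEC. Interferon response genes fell in cTEC, 17 of 44 (21 with 2 rises over the list alone, median log2 -1.41), such as the transcription factor Irf1 (log2 -2.65, SE 0.292, adjusted p = 0.00167). Genes of blood cells were lower in the same cTEC libraries, with a mean haematopoietic level of 5.05 in WT (n = 5) and 2.07 in FoxN1MycTg (n = 3). In mTEC 10 of 44 fell and 4 rose (10 and 5 over the list alone, median -0.25, adjusted p = 0.0805); Irf1 changed by -2.57 (SE 0.267, adjusted p = 1.24e-05) and Isg15, an interferon-induced modifier, by 0.86 (SE 0.282, adjusted p = 0.0355). The NF-kB list gave adjusted p = 3.61e-07 and 2.06e-15 (adjusted p = 0.056 and 0.00347 with an estimated correlation), the interferon list in cTEC 3.61e-07 (adjusted p = 0.056 with an estimated correlation).

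Cell adhesion genes went both ways. In cTEC 8 of 42 rose and 8 fell (9 and 9 over the list alone), with a median log2 of 0.25, a mean of -0.20 and a direction of the test upward (adjusted p = 0.867). In mTEC 7 of 43 rose and 5 fell (10 and 7, median 0.20, adjusted p = 0.341). The integrin Itgb1 rose (log2 1.54, SE 0.141, adjusted p = 4.33e-06) and the adhesion molecule Vcam1 fell (log2 -1.23, SE 0.213, adjusted p = 7.79e-04) in mTEC. Dissociation response genes fell alongside the cytokine genes, 16 of 27 in cTEC with 1 rise (20 and 3 over the list alone, median log2 -2.33, adjusted p = 0.113 with an estimated correlation) and 19 of 26 in mTEC with 1 rise (19 and 2, median -2.34, adjusted p = 0.0289 with an estimated correlation). Within batch 2 their level was 4.94 to 5.29 in FoxN1MycTg and 7.01 to 7.58 in WT mTEC, and that of NF-kB and cytokine genes 3.13 to 4.06 and 6.75 to 6.96.

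**Figure D3:**
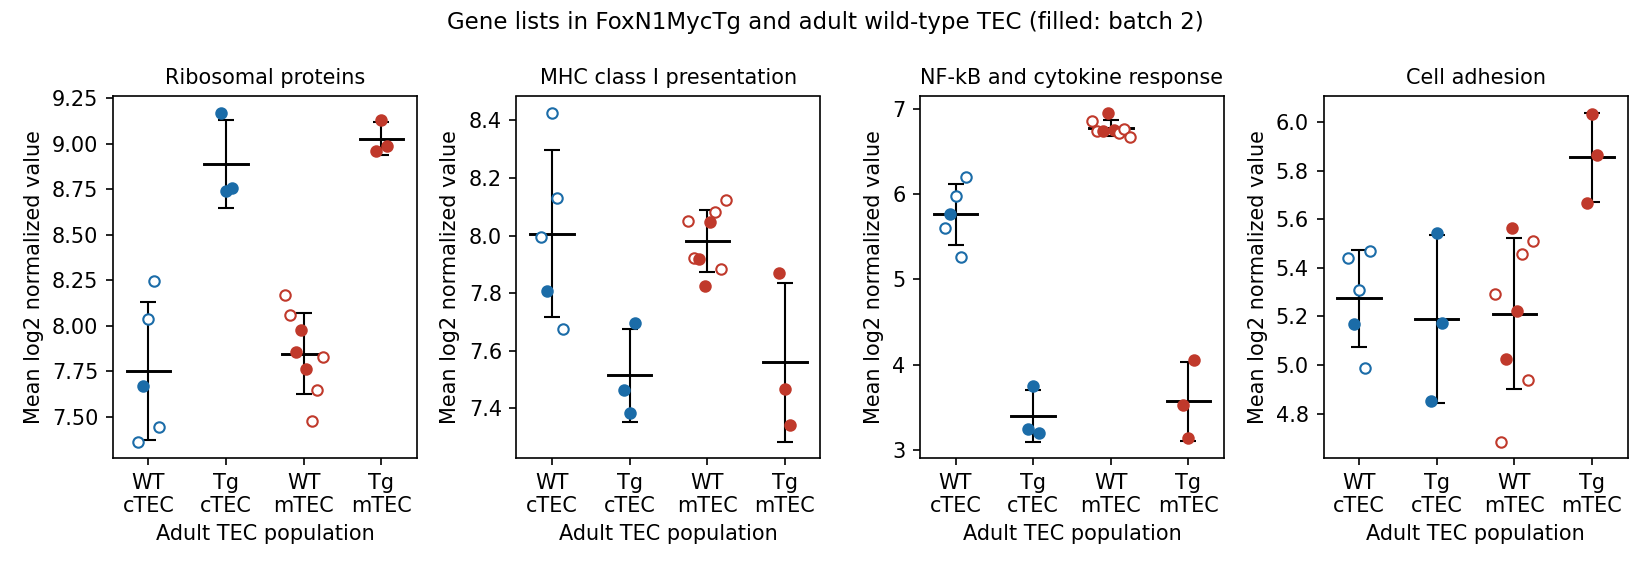
Mean log2 level of 4 gene lists (y axes) in each adult WT and FoxN1MycTg library, by lineage and genotype (x axes); filled points are batch 2 libraries and bars are group means. The ribosomal protein panel shows all FoxN1MycTg mTEC libraries at 8.96 or above.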

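The lists raised in FoxN1MycTg TEC can be set against their course with age, but the adult WT libraries stand in both comparisons, which alone pushes changes the same way. At the preset correlation between genes, 5 of 5 lists raised in cTEC were lower in adult than in E13.5 TEC: cytosolic ribosomal proteins, ribosome biogenesis factors, translation factors, Myc target genes and glycolysis. Of these, Myc target genes rose in 15 of 73 members and fell in 3 (20 and 4 over the list alone, median log2 0.83, adjusted p = 9.11e-05, and adjusted p = 0.333 with an estimated correlation). Glycolysis rose in 8 of 20 and fell in 1 (12 and 1, median log2 1.49, adjusted p = 6.22e-06, and adjusted p = 0.0824 with an estimated correlation), led by Tpi1, a glycolytic isomerase (log2 2.16, SE 0.200, adjusted p = 9.87e-04). In mTEC it held for 7 of 8 raised lists, the same 5 with oxidative phosphorylation (8 of 58 rose and 1 fell, 6 and 1 over the list alone, median log2 0.22, adjusted p = 0.63 with an estimated correlation) and oncofetal genes (3 of 13 rose, 5 over the list alone, median 1.78, adjusted p = 0.0712 with an estimated correlation). The reverse, lists lowered in FoxN1MycTg and higher in adult than in E13.5 TEC, held for 7 of 9 in cTEC and 8 of 9 in mTEC. How many lists shared libraries alone would bring together was not tested, and with an estimated correlation 0 lists were called in FoxN1MycTg cTEC by limma, beside 14 with the preset one.

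Gene by gene, the change in FoxN1MycTg correlated with the change from adult to E13.5 at 0.358 across 13759 genes in cTEC and 0.516 across 14864 genes in mTEC (genes are not independent replicates). In simulations without any change but with shared adult libraries it was 0.482 in cTEC, above the value in the data, and 0.287 in mTEC, below it. The covariance was 2.16 in cTEC and 4.36 in mTEC, beside 0.759 and 0.348 in the simulations. With the adult libraries split so that none was shared, the correlation was 0.206 (0.162 to 0.238 over 10 splits) in cTEC and 0.456 (0.442 to 0.476 over 70 splits) in mTEC. Cell cycle lists, lower in adult than in E13.5 TEC, were not called higher: in FoxN1MycTg cTEC, 8 of 46 G2M genes fell and 1 rose (11 and 1 over the list alone, median log2 -0.76, adjusted p = 3.84e-04, and adjusted p = 0.43 with an estimated correlation), such as Tacc3, a spindle protein (log2 -6.28, SE 1.31, adjusted p = 0.0173). The level of the study's T cell contaminant genes fell between the same libraries, from 3.82 to 2.15 (exact permutation test, two-sided p = 0.0179), and that of thymocyte genes was 3.07 (SD 0.787) in WT and 1.57 (SD 0.876) in FoxN1MycTg cTEC. The G2M difference in cTEC therefore cannot be assigned to TEC. In mTEC 6 of 53 rose and 7 fell (6 and 7, median -0.12 and mean 0.15, adjusted p = 0.89). The S phase medians were -0.58 in cTEC (adjusted p = 0.183, 1 of 39 higher) and -0.09 in mTEC (adjusted p = 0.68, 2 of 38 higher and 6 lower).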

Interestingly, many of the pathways upregulated in FoxN1MycTg cTEC and mTEC correspond with pathways enriched in WT TEC with age shown in Fig. 1b, c, most strikingly pathways involving the ribosome.

Next, we transcriptionally profiled adult WT and FoxN1MycTg cTEC and mTEC, plus E17.5 cTEC, by scRNA-seq (Fig. 5a and Supplementary Fig. 6c). We removed contaminants (clusters 11 and 14, Supplementary Fig. 6c and d). FoxN1MycTg cTEC and mTEC clustered close to their WT counterparts and did not express fetal-specific genes such as Hmga2 (Supplementary Fig. 6c and d). FoxN1MycTg cTEC separated into two clusters (clusters 3 and 8, Supplementary Fig. 6c), one clustered with the WT cTEC, whilst the other clustered independently. Genes differently expressed between these two clusters are listed in Supplementary Data 6. FoxN1MycTg cTEC and mTEC displayed an increased ribosomal score compared with adult WT cTEC and mTEC (Fig. 5c). The proliferation score was also increased in the FoxN1MycTg cTEC and mTEC compared with adult WT (Fig. 5b).

**Fig. 5:**
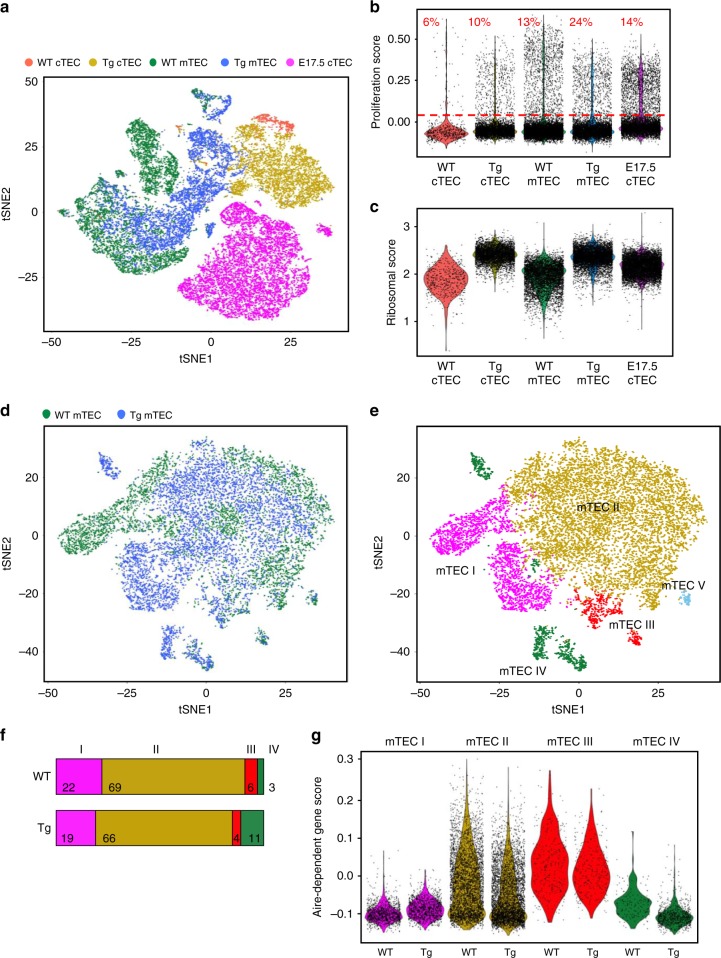
Transgenic Myc confers expression of a limited set of fetal-specific genes in adult TEC. scRNA-seq analysis performed on cTEC (CD45^−^EpCAM^+^Ly51^+^UEA^−^) or mTEC (CD45^−^EpCAM^+^Ly51^−^UEA^+^) isolated from adult WT or FoxN1MycTg mice, and a cTEC sample from embryonic day 17.5 (E17.5 cTEC). **a** A t-SNE representation of the populations, colored and clustered by original identity. **b** A violin plot of the proliferation score for the indicated populations. The red line separates cells based on their proliferation score, high score above the line and low score below the line, percentages of cells above the line are indicated in red. **c** A violin plot of the ribosomal score applied to the indicated populations. **d**, **e** A t-SNE representation, regressed out for cell cycle, of WT and FoxN1MycTg mTEC populations, colored and clustered by original identity (**d**) or gene expression similarity (**e**). **f** The fraction of four (of the five) mTEC clusters identified in (**e**), for WT mTEC (above) or FoxN1MycTg mTEC (below) samples. The colors of the bars correspond to colors allocated to the four clusters in the t-SNE plot displayed in (**e**). **g** A violin plot of the Aire-dependent gene score of either the WT or FoxN1MycTg cells that make up each of the four indicated mTEC subsets.

Collectively, these results suggest the transcriptional effects of the Myc transgene in TEC results in a dramatic increase in ribosomal biogenesis and a more modest rise in rates of proliferation. Thus, the transcriptional consequences of forced Myc expression in adult FoxN1MycTg mice closely mimicked those transcriptional patterns that indicated high Myc activity in early life in TEC.

Nonetheless, adult FoxN1MycTg cTEC did not cluster with the E17.5 cTEC, because some fetal genes were not rescued by transgenic Myc expression, indicating that transgenic Myc represented only one component of the fetal transcriptional program as it only conferred expression of a limited set of fetal enriched genes. 

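Whether fetal genes were called higher in FoxN1MycTg cTEC more or less often than other genes depended on the setting. Fetal genes were taken here as the 517 genes lower in newborn cTEC than in E13.5 TEC by at least 2-fold at an adjusted p under 0.05, of which 373 could be tested in adult cTEC. Of these, 19 (5.09%) rose in FoxN1MycTg cTEC, 27 (7.24%) fell and 327 were not called, beside 5.86% and 3.85% of 12381 other genes. Their median log2 change was -0.25, against 0.16 for the others. Hmga2, which keeps fetal progenitors proliferating, was at 7.41 (SD 0.84, n = 3) in E13.5 TEC and 3.11 (SD 0.86, n = 3) in newborn cTEC (log2 -4.30, SE 0.608, adjusted p = 0.00749), -3.83 (SD 0.16, n = 5) in adult cTEC and -3.99 (SD 0.07, n = 3) in FoxN1MycTg cTEC. Across other settings the share that rose in limma ran from 1.59%, beside 1.71% of other genes, without a trend in the prior variance to 12.2%, beside 11.1%, with all 51 libraries in one fit. It lay above the share of other genes in that fit, with no low-value filter (3.49% beside 2.70%) and with quantile normalization repeated (4.46% beside 4.10%). With fetal genes taken instead against split adult libraries it lay above it in each of 10 splits (4.34% beside 2.98% on average). Within batch 2, with its lone WT cTEC library, 0 of 424 fetal genes were called. With batch as a term, limma called 0 genes between newborn cTEC and E13.5 TEC, so that neither the fetal set nor the call of Hmga2 remains under that setting. Only batch 1 holds both groups, with 2 E13.5 TEC libraries and 1 newborn cTEC library. Calls lost in so thin a fit cannot tell a batch effect from low power. In simulated data of this comparison with 200 changed genes, changes of log2 1, 2 and 4 were called in 2.99%, 10.4% and 30.3% of cases. A gene that was not called is thus not shown to be unchanged. With more changed genes the adjusted threshold is looser, and these shares can be higher. From fetal genes that stayed low, the paper concludes that transgenic Myc conferred expression of only a limited set of fetal genes.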

We generated a list of fetal genes that were highly expressed in WT fetal samples, and not upregulated or only minimally upregulated in adult FoxN1MycTg cTEC (Supplementary Fig. 7a). This list was used to generate a fetal score and applied to the scRNA-seq data set in Fig. 5 (Supplementary Fig. 7b). This assessment confirmed that these index genes are not highly expressed in any adult WT cTEC or mTEC and are not upregulated in FoxN1MycTg TEC. We speculate this gene list contains upstream Myc controllers.

We explored the transcriptional changes of TEC isolated from another large thymic mouse model. RNA sequencing of mTEC from adult Keratin 5 promoter-driven cyclin D1-transgenic (K5CyclinD1) mice^4^ confirmed an increase in expression of cell cycle genes (Supplementary Fig. 7c)^28^, but interestingly, without an increase in expression of ribosomal genes (Supplementary Fig. 7d). Thus, Myc induced thymic growth is distinct from growth resulting from forced expression of the Cyclin D1 cell cycle controller.

### Transgenic Myc expression in TEC does not alter mTEC subsets

We next examined the effects of the Myc transgene on TEC diversity and heterogeneity. As cTEC subsets are not well described, we focused the analysis on the four major mTEC subsets, that have been newly defined by scRNA-seq^11^, and examined if FoxN1MycTg mTEC had altered sub-population structure (Fig. 5d). We performed cluster analysis on cell cycle regressed data, to reduce differences driven by altered proliferation rates between WT and FoxN1MycTg, at a resolution that enabled the identification of the four mTEC subsets (Fig. 5e), based on expression of selected marker genes (Supplementary Fig. 8a)^11^. All four mTEC clusters contained both WT and FoxN1MycTg cells (Fig. 5d, f), in addition to a small unidentified cluster (mTECV, Fig. 5e) that we did not further consider at this time. The most highly differentiated genes per cluster are in Supplementary Data 7. The proportions of mTEC subsets were relatively unchanged between the WT and FoxN1MycTg (Fig. 5f), except for an increase in mTEC IV thymic tuft cells in the FoxN1MycTg sample. The most highly differentiated genes in the WT versus FoxN1MycTg cells per cluster are listed in Supplementary Data 8. The preserved frequency of Aire-expressing cells was complementary to flow cytometric data (Fig. 4d). All FoxN1MycTg cells in the four mTEC clusters had an increased ribosomal score compared with the WT cells of that cluster (Supplementary Fig. 8c) and an increased proliferation score in three of the mTEC clusters (Supplementary Fig. 8b). We additionally examined the expression of known Aire-dependent genes in each cluster, for the WT or FoxN1MycTg samples (Fig. 5g)^11^. All clusters displayed comparable levels of expression of Aire-dependent genes.

### Myc expression increases the frequency of proliferating TEC

To determine whether ectopic Myc expression increased rates of proliferation, we performed in vivo single pulse BrdU labeling. This identified a twofold increase in the frequency of BrdU^+^ proliferating adult FoxN1MycTg TEC (Fig. 6a). As an control, CD45^+^ thymocytes in the same samples did not display an increased rate of proliferation. This result confirmed that conditional ectopic Myc expression forced increased rates of proliferation in adult TEC.

**Fig. 6:**
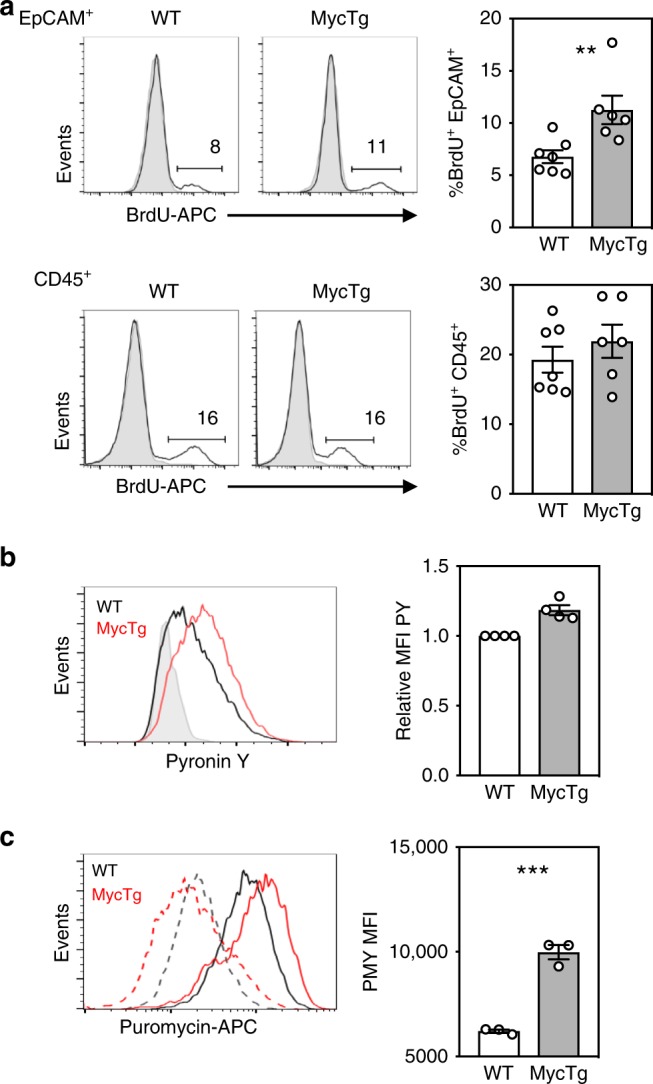
Myc expression increases the frequency of proliferating TEC and the number of actively translating ribosomes. **a** Representative histograms and bar graphs of the frequency of BrdU^+^ CD45^−^ EpCAM^+^ total TEC (above) or BrdU^+^ CD45^+^ EpCAM^−^ total thymocytes (below) in adult WT or FoxN1MycTg mice. Gray lines on histograms represent the negative control. **b** A histogram of pyronin Y staining on CD45^−^EpCAM^+^ total TEC populations from WT adult (black line) or FoxN1MycTg adults (red line), overlaid against an adult WT sample treated with RNAse (gray line). Bar graph represents pyronin Y MFI relative to the adult WT control, which is set to 1 in all experiments and so has no error bar. **c** A histogram of puromycin antibody staining on CD45^−^ EpCAM^+^ total TEC from adult WT (black) or FoxN1MycTg (red) mice treated with either puromycin (PMY) plus cxcycloheximide (CHX) staining (solid lines) or puromycin plus harringtonine (HNT) (dotted lines). Bar graph represents the MFI of puromycin (PMY) gated on total TEC from WT adult or FoxN1MycTg adults, calculated from the MFI of PMY + CHX treated mice, from which we subtracted the MFI from PMY + HNT treated mice to eliminate the signal associated with stalled ribosomes. All bar graphs show mean ± SEM for a minimum of *n* = 3 mice per genotype. A two-tailed unpaired Student’s *t* test was performed to determine significance. **p < 0.01, ***p < 0.001. The source data underlying figures are provided as a Source Data file.

### Myc expression increases numbers of active ribosomes

To confirm the Myc transgene increased ribosomes in adult TEC, we measured total RNA abundance in the FoxN1MycTg TEC. The FoxN1MycTg TEC had increased PY MFI compared with controls (Fig. 6b), and thus, higher total RNA abundance per cell. Moreover, we assessed alterations to the amount of active protein synthesis in adult TEC with ectopic Myc expression using ribopuromycylation (RPM)^29^. We detected significantly more RPM staining in adult FoxN1MycTg TEC (Fig. 6c), and therefore an increased number of actively translating ribosomes.

These results demonstrated that transgenic expression of Myc in TEC resulted in increased rates of ribosomal biogenesis and proliferation in the adult thymus that in turn promoted thymic growth. This confirms that cell proliferation and ribosomal biogenesis are downstream targets of Myc in TEC. The high abundance of Myc protein in fetal TEC, in addition to the high rates of cell proliferation and ribosomal biogenesis at this developmental timepoint, indicates Myc is a regulator of the transcriptional diversity between fetal and adult TEC, that supports the rapid expansion of thymic size during embryogenesis.

### Myc expression in adult TEC confers fetal properties

The engraftment potential of TEC following intrathymic transfer is lost by one month of age^30^. We, therefore, assessed if ectopic Myc expression in adult TEC conferred transplantability. TEC enriched thymic samples were prepared from adult FoxN1MycTg or WT controls and intrathymically injected into sub-lethally irradiated WT recipients (Fig. 7a). The percentage of EpCAM^+^ TEC recovered from hosts receiving FoxN1MycTg donor cells was higher than hosts receiving WT donor cells (Fig. 7b). The thymus counts from hosts receiving FoxN1MycTg donor cells were also significantly increased, resulting in a higher number of TEC per thymus (Fig. 7c). Hence, continued transgenic expression of Myc into adulthood in TEC preserves their engraftment ability. Moreover, transplantation of adult FoxN1MycTg TEC into WT adult thymi drives thymic growth.

**Fig. 7:**
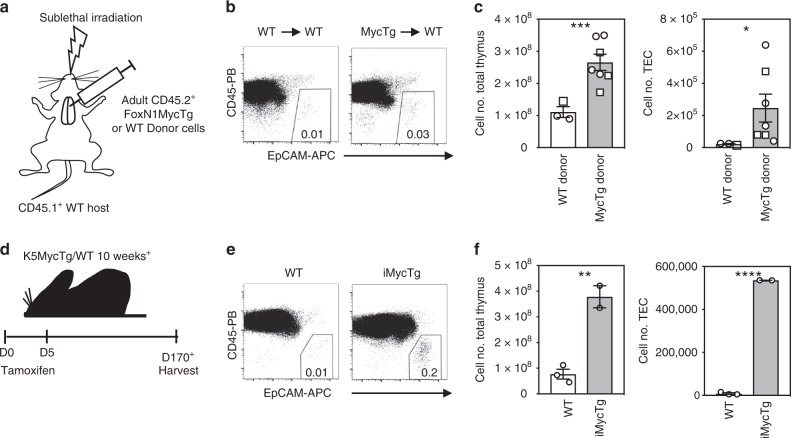
Transgenic Myc expression in adult TEC confers fetal properties and can drive thymic regeneration. **a** Schematic of the experimental design of intrathymic injections. **b** Representative flow plots of the frequency of CD45^−^EpCAM^+^ total TEC recovered from WT hosts receiving adult WT or FoxN1MycTg donor TEC. **c** Bar graphs display total cells in thymus (left) and CD45^−^EpCAM^+^ total TEC counts (right) from WT host thymi receiving WT (white) or FoxN1MycTg (gray) donor TEC. Bar graphs show mean ± SEM, where circles display experiment 1 and squares display experiment 2. **d** A schematic of the experimental design of tamoxifen induced Myc expression in TEC. **e** Representative flow plots of the frequency of CD45^−^EpCAM^+^ total TEC recovered from K5^−^MycTg^+^ (WT) or K5^+^MycTg^+^ (iMycTg) tamoxifen treated mice. **f** Bar graphs display total thymus counts or CD45^−^EpCAM^+^ total TEC counts from K5^−^MycTg^+^ (white) or K5^+^MycTg^+^ (gray stripe) tamoxifen treated mice. Bar graphs show mean ± SEM for a minimum *n* = 2 mice per genotype. A two-tailed unpaired Student’s *t* test was performed to determine significance. *p < 0.05, **p < 0.01, ****p < 0.0001. The source data underlying (**c**, **f**) are provided as a Source Data file.

### Myc expression in adult TEC drives thymic regeneration

We next assessed if re-expressing Myc in adult TEC was sufficient to stimulate thymic growth, even after the fetal program had been extinguished. We generated an inducible MycTg mouse model, by crossing the floxed MycTg mouse to a K5-CreER^T2^Cre mouse^31^, named here iMycTg. Administration of tamoxifen activates the ER^T2^-Cre controlled by Keratin5 locus control elements and results in the expression of the Myc transgene. Keratin 5 is expressed in TEC progenitor subsets and mTEC, therefore, this model facilitated restricted expression of the Myc transgene in TEC after tamoxifen administration^26^.

After 5 days of tamoxifen treatment, adult K5^+^MycTg^+^ and K5^−^MycTg^+^ mice were left for an additional 60 days^+^ before sacrificing and determining TEC and thymic cell counts (Fig. 7d). The percentage of EpCAM^+^ TEC recovered from tamoxifen treated iMycTg mice was tenfold higher than WT controls (Fig. 7e), similar to the percentages recovered from the FoxN1MycTg mice (Fig. 4c). Furthermore, the thymus counts were significantly increased in iMycTg mice, with a fourfold rise in cell numbers (Fig. 7f). This resulted in a highly significant expansion of TEC numbers in the iMycTg thymi. Therefore, the Myc transgene does not need to be continually expressed from fetal stages in development to drive thymic growth, but instead, re-expression of Myc in adult TEC is sufficient to promote thymic growth and regeneration.

## Discussion

Thymic epithelial cells are essential in generating a functional, diverse and self-tolerant T cell repertoire^8^. Here, we used population and single-cell RNA-seq to identify distinct transcriptional programs of TEC at fetal and adult stages. We discovered increased expression of gene targets of Myc at fetal stages in development, including genes controlling ribosomal biogenesis and the cell cycle. We found a stepwise decline in expression of these genes through fetal development, that was concordant with declining expression of Myc protein. By conditionally enhancing Myc protein expression in TEC we demonstrated that Myc conferred expression of a limited fetal transcriptional program, that included genes involved in cell cycle progression and ribosomal biogenesis; and enhanced thymic growth from early adulthood without jeopardizing thymic function. Moreover, enforced Myc expression preserved the fetal-specific engraftment potential of TEC into adulthood, and drove thymic growth in the adult or aging thymus. These results establish that a decline in Myc activity from fetal through adult life controls the rate of thymus growth and limits overall thymus size. Collectively, our findings establish two distinct age-related TEC transcriptional programs: rapid growth at early developmental times leading to maintenance of a functioning thymus in adulthood.

While Myc is known to control organ size in *Drosophila*^5^ its contribution in vertebrates was previously unclear. Here, we demonstrate that enhanced Myc activity in TEC drives organ growth in mice. How Myc mediates its role in different cellular processes has been intensely studied, because dysregulation of Myc activity is connected to the development of a large range of human cancers^32,33^. Myc has been hypothesized to be a universal amplifier of all active genes, offering an explanation as to how it is involved in so many biological processes^34^. In our study, TEC-specific transgenic expression of Myc allowed the identification of genes whose relative expression increased in response to increased Myc activity in TEC. These included genes involved in cell cycle, and more strikingly, ribosomal biogenesis, which is rate-limiting for cell growth and replication^35^. We confirmed that ectopic expression of Myc increased the number of actively translating ribosomes, together with the abundance of total RNA in TEC, and elevated the fraction of proliferating TEC. Furthermore, K5CyclinD1 TEC transcriptional profiling confirmed that increased cell cycle was not sufficient to cause an increase in expression of ribosomal protein genes^2^, indicating that the changes we saw were not merely consequences of increased rates of cell cycle in fetal TEC.

Although the major focus of this transcriptome analysis was on changes that occur between fetal stages to young adulthood, further declines in Myc activity were evident from adult to aged cTEC. Thus, the dramatic reduction in Myc activity we observed during fetal development continues to occur at more modest rates from adulthood to aging, and we speculate this underlies the reduction in thymic size during involution. It follows that manipulations that upregulate Myc activity could prevent or reverse thymic involution and perhaps enhance thymus regeneration. This conclusion is further strengthened by our observation that intrathymic transplantation of adult FoxN1MycTg TEC can promote thymic growth, and that inducing Myc expression in the adult or aged thymus can also support dramatic increases in thymic size. Hence, physiological regulators of Myc are candidates for therapeutic interventions to improve thymic function.

Transcriptional profiling identified many genes with high levels of expression in fetal TEC that are not upregulated in adult FoxN1MycTg TEC, indicating they are not downstream of Myc. This list of fetal-specific genes may control fetal-specific TEC properties critical for thymic function that are independent of Myc. Such genes, together with Myc and its many targets, constitute a fetal transcriptional program that underlies the exclusive properties of fetal TEC. In addition, they offer a starting point to identify upstream controllers of Myc. This gene list includes Igf2, Igf2bp3, and Igf2bp1. 

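In E13.5 TEC these genes were well expressed, and in adult WT and FoxN1MycTg cTEC they were near the floor of the table, too low to be tested against each other. Igf2, an imprinted growth factor, averaged 6.14 (SD 0.29, n = 3) in E13.5 TEC, -3.54 (SD 1.81, n = 5) in adult cTEC and -1.27 (SD 2.82, n = 3) in FoxN1MycTg cTEC. Igf2bp1, an RNA-binding protein that stabilises growth-related mRNA, averaged 5.74 (SD 0.99), -4.33 (SD 1.33) and -3.33 (SD 0.07). Igf2bp3, of the same family, averaged 5.78 (SD 0.29), -1.72 (SD 2.61) and -3.05 (SD 0.06). All 3 were lower in adult cTEC than E13.5 TEC in limma: Igf2 by a log2 change of -9.69 (SE 1.37, adjusted p = 9.05e-04), Igf2bp1 by -10.08 (SE 1.32, adjusted p = 5.76e-04) and Igf2bp3 by -7.50 (SE 1.56, adjusted p = 0.00935). From E13.5 to newborn cTEC, Igf2 (log2 -7.40, SE 1.50, adjusted p = 0.0230) and Igf2bp1 (log2 -8.74, SE 1.12, adjusted p = 0.00542) fell, whereas Igf2bp3 had a difference of -1.04 (SE 0.567, adjusted p = 0.289). Both calls ended with batch as a term, where limma called 0 genes between these groups, beside 1197 without it. Only batch 1 holds both groups, with 2 E13.5 TEC libraries and 1 newborn cTEC library, so that fit has little power. In FoxN1MycTg mTEC Igf2 averaged 4.61 (SD 0.37, n = 3) against 0.74 (SD 2.51, n = 8) in adult WT mTEC (log2 3.87, SE 1.44, adjusted p = 0.0604). Levels under 0 are near the floor of the table, so differences from such groups depend on where that floor lies.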

Igf family members have known roles in controlling Myc expression^36^, and the RNA-binding proteins Igf2bp1 and Igf2bp3 bind *Myc* mRNA^37,38^. Igf2bp1 promotes *Myc* stability by preventing its mRNA degradation via its association with a sequence in the *Myc* open reading frame, termed the coding region determinant (CRD)^37^. Igf2bp1/2/3 enhance mRNA translation via recognition of m^6^A in mRNA^39^, and *Myc* is established to possess m^6^A in mouse HSCs^40^, suggesting a mechanism by which Igf2bp RNA-binding proteins might control *Myc* mRNA stability and translation.

Although postnatal TEC expressed *Myc* mRNA, they lacked Myc protein. This discrepancy between Myc protein and *Myc* transcripts levels indicates that Myc is post-transcriptionally and/or post-translationally regulated in postnatal TEC. *Myc* mRNA stability is controlled by different mechanisms^41^. Multiple miRNAs target Myc^42,43^. In addition, post-translational modifications control Myc activity and function^44^. Interestingly, and distinct from non-transgenic adult TEC, FoxN1MycTg adult TEC clearly expressed Myc protein and exhibited increased Myc activity. The FoxN1MycTg mouse has a human MYC cDNA that lacks the 5′ and 3′ UTR as well as introns^25^; these may be the targets of post-transcriptional control in adult TEC. In addition, human and mouse Myc are 89% conserved at the amino acid level (NCBI Protein database), and some of the differing amino acids may be the site of post-translational modifications that affect protein stability.

In summary, our findings reveal dramatic transcriptional differences between TEC from the embryonic and adult thymus, providing mechanistic insight into transcriptional and functional differences between fetal and adult TEC. By clearly demonstrating that Myc controls thymic growth and size, we establish Myc as a possible therapeutic target in modulating thymic function and regeneration.

## Methods

### Mice

B6 (CD45.2) and B6-Ly5.1 (CD45.1) mice were purchased from Jackson Laboratory. The MycTg mice^25^, in which a loxP-flanked ‘stop’ cassette precedes a human MYC cDNA inserted into the *Rosa-26* locus, were purchased from Jackson Laboratory (Stock No: 020458) and crossed with FoxN1Cre mice that were a gift from G.Hollander^24^. Myc-GFP mice^45^, with Myc fused to GFP in the N-terminus, were purchased from Jackson Laboratory (Stock No: 21935).

Krt5-CreERT2 knock-in mice^31^ were purchased from Jackson Laboratory (Stock No: 029155). Rag2-EGFP mice^46^ were purchased from Jackson Laboratory (Stock No: 005688). Mice described as newborn were 0–2 days in age and of either sex. Mice described as adult for flow cytometry/sequencing experiments were 4–6 weeks of age and of either sex (unless otherwise stated). Aged mice were between 18 and 21 months of age. The ages of embryonic mice are specified with E0.5 being noon of the day of the discovered plug. Animal procedures were approved by relevant National Institutes of Health Animal Care and Use Committees.

### Tissue preparation

Thymus and spleen were dissected into RPMI (ThermoFisher Scientific) containing 5% newborn calf serum (NCS) (Atlanta Biologicals) and mechanically teased with forceps to prepare a single-cell suspension. Splenocytes were treated with ACK Lysing Buffer (Lonza) for 3 min on ice to eliminate red blood cells. When analyzing newborn and adult thymic epithelial cells, single-cell thymic suspensions were enzymatically digested with Liberase TM (63 μg/ml; Roche) and DNase I (20 μg/ml; Roche) for 40 min shaking at 37 °C. Following digestion, epithelial cells were enriched by centrifugation in a Percoll gradient. Briefly, cells were resuspended in 4 ml of 1.115 g ml^−1^ isotonic Percoll (GE Healthcare Life Science) and overlaid with 2 ml of 1.065 g/mL isotonic Percoll, followed by a layer of 2 ml of PBS. Samples were then centrifuged at 2700 RPM at 4 °C for 30 min with the brakes off. The TEC enriched samples were taken from the interface between the Percoll and PBS layer. Embryonic thymi were disaggregated in 0.25% trypsin/0.02% EDTA (Sigma) solution at 37 °C for 7–10 min, with a single-cell suspension made by gentle repetitive pipetting. Embryonic thymi were not subject to an enrichment step. All cell suspensions were then further processed and stained as described below.

### Flow cytometry

Thymocytes and splenocytes were stained and analyzed in FACS buffer (PBS containing 0.1% sodium azide, 1 mM EDTA, and 0.5% BSA). Thymic epithelial cell preps were analyzed in MACS buffer (PBS containing 2 mM EDTA and 0.5% FCS). Antibodies specific for CD45.2 (104), CD45.1(A20) CD4 (GK1.5), CD8-α (53-6.72), TCR-β (H57), B220 (RA3-6B2), CD19 (1D3), Ly51 (6C3), EpCAM (G8.8), CD80 (16-10A1), MHC Class II (M5/114.15.2), CD44 (IM7), CD62L (MEL-14), CD25 (PC61.5), CD69 (H1.2F3), and Streptavidin PECy7 were from eBioscience. Biotinylated UEA-1 (B-1065) was from Vector Labs. LIVE/DEAD discrimination was performed by staining with DAPI (Sigma). All analyses were presented on singlet live cells. For intracellular staining of Myc protein and Aire, cells were first stained for cell surface molecules, permeabilized using the eBioscience’s transcription factor staining buffer set (cat: 00-5523-00) according to the manufacturer’s instructions and then either stained for c-Myc rabbit monoclonal antibody (Cell Signaling; D84C12), followed by Goat anti Rabbit Alexa Fluor® 488 secondary (Invitrogen; A11008); or Aire (5H12). Samples were acquired using a flow cytometer (LSRFortessa; BD) and analyzed using FlowJo software (Tree Star). TEC were sorted using an Aria flow cytometer (BD). All cell sort purities were >98%. Absolute cell numbers were obtained using an Accuri C6 PLUS flow cytometer (BD). All newborn and adult TEC numbers were calculated from the frequency of CD45- EpCAM + cells of pre-enrichment samples.

### BrdU staining

Mice were injected intraperitoneally (i.p) with BrdU (1.5 mg) 18–20 h prior to sacrifice, and thymi processed as stated above. Cell suspensions were intracellular stained for BrdU using the BD bioscience APC BrdU flow kit (552598), according to the manufacturer’s instructions. Control mice received vehicle alone injections.

### Pyronin Y staining

All cell suspensions of adult and embryonic thymi were fixed and permeabilized using eBioscience’s transcription factor staining buffer set according to the manufacturer’s instructions and first stained with DAPI (25 mg/ml), followed by Pyronin Y (Sigma P9172-1G) (1 μg/ml). Control cells were treated with RNAse A (Millipore 70856) at 10 mg/ml at 37 °C for 1 h.

### Puromycin staining

The antibiotic puromycin (PMY) is an aminoacyl-tRNA analog that binds to the ribosome A-site and is covalently incorporated onto the 3′ end of the nascent polypeptide resulting in chain termination. After fixation and permeabilization, the puromycylated polypeptides can be detected by an intracellular stain with an antibody specific to puromycin. Treatment with cxcycloheximide (CHX) prior to PMY stabilizes the ribosome-nascent chain complex and prevents puromycylated polypeptide release. As puromycin can also incorporate into stalled ribosomes, i.e, ribosomes that are not actively translating the bound mRNA, control mice were treated with harringtonine (HNT) prior to PMY. HNT inhibits translation initiation, while allowing currently elongating ribosomes to finish translation of the bound mRNA. The intracellular RPM signal from CHX and PMY treated mice minus the RPM signal after HNT and PMY treatment generates a measure of the number of active ribosomes^29^. Mice were injected intravenously with 100 μl of harringtonine solution (HNT) (1 mg/ml, Santa Cruz Biotechnology) or cycloheximide solution (CHX) (3.4 mg/ml, Enzo Life Sciences) for 15 min before intravenous injection with 100 μl of puromycin (PMY) (10 mg/ml, Calbiochem) in PBS (Life Technologies) that was warmed to 37 °C. Mice were sacrificed 10 min post PMY injection and thymi processed as stated above. Samples were stained with LIVE/DEAD® Fixable Blue Dead Cell Stain Kit (ThermoFisher Scientific) on ice for 10 min, then fixed and permeabilized in fixation/permeabilization buffer (1% paraformaldehyde, ThermoFisher Scientific; 0.0075% digitonin, Wako) in PBS for 20 min at 4 °C. Cells were then labeled with a directly conjugated (using Life Technologies protein labeling kit as per the manufacturer’s instructions) anti-PMY Ab (clone PMY-2A4) for 1 h.

### H&E staining

Thymi were harvested from adult FoxN1MycTg mice, fixed in 4% paraformaldehyde (ThermoFisher Scientific), and mounted in paraffin. Five- to eight-micrometer sections were cut and stained with H&E (performed by an NIH core facility). The central sections were imaged using a Leica MZ12_5_ microscope and a Nikon Coolpix 5000 camera.

### Bulk RNA sequencing

A minimum of three replicates of cTEC and mTEC subsets from each age point were isolated by cell sorting from B6 WT mice according to the gating strategy shown in Supplementary Fig. 1a. Three additional cTEC and mTEC samples were isolated from FoxN1MycTg adult mice. FoxN1MycTg adult samples were 10 weeks of age. We did not use Spike-in controls because a standard methodology is not available for their use with small cell numbers (2000 or more cells in these experiments). Replicates were isolated from individual mice in two or more independent experiments (independent cell isolation, RNA extraction, library preparation, and RNA sequencing). RNA was extracted using the RNeasy plus micro kit (Qiagen) according to the manufacturer’s instructions. Quality control was performed by Bioanalyzer (Agilent), and RNA samples with an RNA integrity number > 9 were subsequently used. mRNA sequencing libraries were prepared using the SMARTer Ultra Low Input RNA kit v3 (Clontech) and Nextera XT DNA library preparation kit (Illumina). Paired-end sequence reads of 126 bp were generated by a HiSeq2500 sequencer (Illumina). The raw RNA-seq FASTQ reads were aligned to the mouse genome (mm10) using STAR (v. 2.5.2b^47^) on two-pass mode with mouse Gencode (release 15) gene transfer format. Genes were subsequently counted using Rsubread^48^ and because we found T cell marker genes in adult cTEC samples specifically, we used k-means clustering to find a gene cluster which was enriched for known T cell markers (Cd247, Rag1, Cd3e, Cd3g, Cd3d, Cd4, Cd28) using the pheatmap package (Kolde 2018). A full list of the 292T cell contaminant genes is provided in Supplementary Data 9. These genes were removed from all samples prior to analysis for gene expression changes (Aged vs Adult, Fetal vs Adult, and WT vs FoxN1MycTg) using limma-voom with quantile normalization PCA plots were generated using prcomp function from stats package. 

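Supplementary Data 9 lists 291 names, of which 222 are in the deposited table. Their mean log2 level was 0.69 (SD 0.186, n = 3) in E13.5 TEC and 3.33 (SD 0.185, n = 3) in newborn cTEC, and highest in adult cTEC. In mTEC it was 1.61 (SD 0.0985, n = 3) at E17.5, 2.14 (SD 0.192, n = 4) in newborn and 2.05 (SD 0.0930, n = 8) in adult mice. It was 2.15 (SD 0.0927, n = 3) in FoxN1MycTg cTEC and 1.64 (SD 0.105, n = 3) in FoxN1MycTg mTEC. The difference between FoxN1MycTg and adult WT was -1.68 in cTEC (exact permutation test, two-sided p = 0.0179, n = 3 against 5, the smallest it can give) and -0.42 in mTEC (exact permutation p = 0.00606, n = 3 against 8, the smallest it can give). The study chose these genes on the same libraries, so their levels are not independent evidence of T cell RNA. Of the 7 T cell markers named in the text, all are on the list and 1, Rag1, is in the table.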

Venn diagrams show intersection of gene lists derived using twofold change and *p* < 0.05. Pathway enrichment analyses for the Adult vs Aged (Supplementary Fig. 1e) and WT vs FoxN1MycTg (Supplementary Fig. 6b) comparisons were subsequently performed using the top 1000 genes (sorted by t-statistic) in each direction using the Reactome, Molecular Signature Database (MSigDB^49,50^): Hallmark, C2, GO, and KEGG pathways, using the Fisher’s exact test (https://github.com/CCBR/l2p).

Differentially expressed genes across cTEC (Fig. 1b) and across mTEC groups (Fig. 1c) were determined using the limma package^10^, each set including the 13.5 TEC timepoint as the baseline. The top 2000 genes were subjected to Gene Set Variation Analysis (GSVA^9^) to calculate individual gene set enrichment scores using the MSigDB C2:curated and H:hallmark and C5:GO Gene Ontology databases. Visualization was performed using R (R Development CoreTeam^51^). To confirm consistency between biological replicates, we performed unsupervised hierarchical clustering using a minimum spanning tree. All data presented in heat maps are counts per million (CPM), normalized and log2 transformed. Human *MYC* counts were quantified by running STAR aligning to the human genome (hg38) using Gencode v.25 gtf. K5CyclinD1 and WT mTEC populations were isolated and sequenced according to methods stated in Ohigashi et al.^28^.

### Single-cell RNA sequencing

TEC populations were isolated by cell sorting from B6 WT or FoxN1MycTg mice according to the gating strategy shown in Supplementary Fig. 1a and b. We used the droplet-based GemCode Chromium technology to capture the two separate data sets. Data set one in Fig. 3: E13.5 total TEC (1981) E15.5 cTEC (3571) newborn cTEC (3605), adult cTEC (507), adult mTEC (1586), each expressing a median of 1764–2839 genes per sample. Data set two in Fig. 5: E17.5 cTEC (8381 cells) adult cTEC (514 cells), adult mTEC (5428 cells) adult FoxN1MycTg cTEC (4670 cells), adult FoxN1MycTg mTEC (6736 cells), expressing medians of 2500–3200 genes per sample and all captured at the same time. scRNA-seq libraries were prepared using the Chromium Single Cell 3′ kits, according to the manufacturer’s instructions (v2 chemistry, 10x Genomics). The obtained libraries were sequenced with a NextSeq (v2 chemistry, Illumina). Primary analysis was performed with the Cellranger v2.0.1 software using the default parameters. Median number of UMI counts ranged between 3990 and 10,176 per cell. Cells with extremely low number of UMI counts were filtered out using the default settings in Cell Ranger. Single-cell analysis was performed using Seurat (v.2.3.4) (Butler et al.^52^) applying default settings unless otherwise stated. Cells with >5% mitochondrial gene content and >5000 genes per cell were removed. Variables selected to be regressed out were nUMI and percent mitochondrial content. The irlba implementation PCA^53^, was run and the first 20 principal components were used in subsequent analysis. Cells were clustered using Seurat’s FindClusters function. To visualize the data, t-distributed stochastic neighbor embedding (t-SNE) plots were generated using the Seurat’s RunTSNE function. All t-SNE plots displayed are on data not regressed for cell cycle, with the exception of Fig. 5d, e. Contaminants were identified based on signature gene expression and clusters were removed from the analysis (clusters 10, 11, and 12 from Supplementary Fig. 2c and clusters 11 and 14 from Supplementary Fig. 6d). Such cells formed their own clusters and appeared distant from the main progenitor populations on t-SNE. Contaminant cells were electronically removed prior to subsequent analysis. Seurat’s FindClusters function was used to cluster the remaining data using default perplexity. Differentially expressed genes between clusters were identified using Seurat’s FindMarkers function with default settings: only genes showing expression in at least 10% of cells in one of the groups compared were considered; *p*-values were determined using the Wilcoxon ranked sum test; and genes having a Bonferonni-adjusted *p*-value of >0.05 were discarded. A generalized linear model^54^ was used to determine significance. Violin plots shown in figures were made using Seurat’s normalized data. Additional analysis and visualization were done using R^51^. The adult WT and FoxN1MycTg scRNA data set was visualized using the same analytical tools.

### Generation of gene scores

We used the Seurat CellCycleScoring function to create scores for Ribosome using genes from the Kegg Ribosome gene set, or scores for Proliferation using a combined list of G2M and S-phase genes using a previously published marker set^20^. Fetal-specific genes were extracted using FindMarkers function comparing E13.5 cells against NB cells that had low proliferation scores. This initial list was filtered to remove genes for ribosomal proteins and remaining cell cycle genes, and further filtered to remove genes upregulated more than twofold in adult FoxN1MycTg cTEC population compared with adult WT cTEC in the bulk RNA-seq data. The fetal gene list was then used to similarly create a score using the Seurat CellCycleScoring function. Myc pathways were taken from MSigDB^49,55^), namely DANG_MYC_TARGETS_UP and DANG_MYC_TARGETS_DOWN^56^, Myc Max Targets^57^.

### Intrathymic transplantation

TEC enriched thymus samples from adult CD45.2 + WT and FoxN1MycTg mice were prepared as described above. The frequency of CD45− EpCAM + TEC sample was determined by flow cytometry prior to injection. WT TEC numbers injected were 166,000 (experiment 1) and 200,000 (experiment 2) per mouse. FoxN1MycTg TEC numbers injected were 133,000 (experiment 1) and 200,000 (experiment 2) per mouse. Both experiments gave similar results and so data were pooled. Cells were kept at 4 °C prior to injection. Intrathymic injections were performed as previously described^58^ into CD45.1 + WT hosts, 6–10 weeks in age, that had received 500 Rad irradiation 2 h prior to surgery. Mice were anesthetized by intraperitoneal injection of Ketamine (100 mg/ml stock) (VetOne) plus Xylazine (20 mg/ml stock) (Akorn Animal Health) and provided with Buprenorphine (PAR Pharmaceutical) 0.5–2.0 mg/kg subcutaneous pre and postoperatively. Ten microliters of cells in suspension were injected into one thymic lobe using a Hamilton syringe equipped with a 30-gauge needle (Fisher Scientific). One or three wound clips (Fisher Scientific) were applied to close the incision. Mice were sacrificed 7–10 weeks post injection and successful injections were determined by the presence of CD45.2^+^ donor cells in the host CD45.1^+^ thymus. Successful engraftment was measured as an increase in total thymic cellularity and TEC number. Total counts and TEC samples were then stained for flow cytometric analysis as described above.

### Tamoxifen treatment

Tamoxifen (Letco Medical) was dissolved in corn oil (Sigma C8267-500ml) at a concentration of 20 mg/ml by shaking 6 h at 37 °C. Adult mice were administered with 100 μl tamoxifen (2 mg per mouse) via intraperitoneal injection daily, for 5 consecutive days. Mice were sacrificed 25 weeks^+^ post treatment.

### Statistics

Statistical significance was performed with GraphPad Prism. Differences between groups of mice were determined by a two-tailed unpaired Student’s *t* test. If the F test to compare variance had a *p* value < 0.05 an unpaired *t* test with Welch’s correction was performed, where we do not assume equal standard deviation.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

## Data Availability

All bulk RNA-seq data and scRNA-seq data is accessible GSE131368. The source data underlying Figs. 2a, c, 3f, 4a, c, d, 6a, b, c, 7c and f and Supplementary Figs. 4c, d, e, 5a, b, c, d, e and f are provided as a Source Data file.

## Source Data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

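The deposited table covers bulk RNA-seq of sorted mouse TEC: 45 WT libraries in 11 groups, from total TEC at E13.5 to cTEC and mTEC of aged mice, and 6 libraries of adult FoxN1MycTg cTEC and mTEC. Single-cell, flow cytometry and imaging data, and the K5CyclinD1 mice, are not analysed here. By the paper's Methods, libraries were made with SMARTer and Nextera kits and sequenced as 126 bp reads on an Illumina HiSeq, and reads were mapped with STAR 2.5.2b in 2 passes to the mouse genome. The sample records add that base calls were converted with bcl2fastq 1.8.4. The authors state that genes associated with T cell contamination were removed and that limma-voom with quantile normalization was applied. The values as deposited are log2 normalized expression values made by the authors, although the table is named for counts: they run from -8.517 to 14.731, and summed on the linear scale each library comes to between 857100 and 1111000. The number of reads per library is not given, so the precision that depth allows cannot be computed and is read from the spread between replicates. The effect of the batch labels beside the groups had a median size of 0.078 log2 over 17516 genes, under the lowest of 50 shuffles of the labels (0.34); with the groups left out of the fit it was 0.499. The values thus carry less batch effect than random labels give, as an adjustment for batch with the groups retained leaves behind, and such an adjustment makes p-values smaller than they should be.

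The plan was written for read counts. Since the table holds log2 values, limma 3.58.1 in R 4.3.3 was used directly on them (lmFit and eBayes with a trend in the prior variance and robust estimation, with statmod 1.5.0), and methods that need counts were not run. The 222 names of the study's T cell contaminant genes present in the table were left out. In each comparison of 2 groups a gene was tested if its value was at least 0 in as many libraries as the smaller group has. P-values were adjusted by the method of Benjamini and Hochberg, and an adjusted p under 0.05 counts as called. Changes are log2 differences of group means with the moderated SE. Comparisons were adult against E13.5, aged against adult and FoxN1MycTg against adult WT, each for cTEC and mTEC; the steps between successive ages of cTEC; newborn cTEC against E13.5 TEC; and cTEC against mTEC at each age. Effects that differ between lineages were tested as an interaction. Shared genes were counted over genes tested in both lineages. A model with the replicate number as a block was also run, but the numbers do not link the samples: over 56 comparisons of equally numbered libraries the residual correlation was -0.17 to 0.148.

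There were 33 gene lists, written from general knowledge before any value was seen. They cover ribosomal proteins, ribosome biogenesis, translation, Myc targets, cell cycle, antigen presentation, lysosome, interferon, NF-kB, adhesion, proteasome, metabolism, Wnt, oncofetal genes, markers of TEC subsets, markers of other cell types, dissociation response and sex. Each was tested against all other tested genes with camera in limma, with a preset correlation between genes of 0.01 and again with the correlation estimated from the data, and list p-values were adjusted over the lists of a comparison. Counts of called members are given with adjustment over all genes and over the list alone. Levels of a list are the mean of its log2 values per library, compared by exact permutation over all regroupings, two-sided. Principal components were computed with prcomp on 17170 genes of the WT libraries, centred and not scaled. The method was tested on simulated data, in which changes of known size were added to 200 genes.

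Genes named in the text were set by a rule: every gene the paper names, the 10 largest called rises and falls of each main comparison (3 in the others) with at least 20 CPM in the higher group and no overlap between groups, and up to 3 called members with the smallest p in each direction of a list. Predicted genes, clones, pseudogenes and antigen receptor genes were not named. Values in the paper's tables had been seen when the rule was written. Alternatives to each choice, and leaving out in turn each library of the groups of 5 or fewer, are reported in the closing section.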

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

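Of the tests in this part, these were chosen after the result was seen: the T cell level as covariate and the comparisons within batches for cell cycle genes, and both tests for NF-kB and dissociation response genes.

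In newborn mTEC, the S phase genes of replicate 4 averaged a log2 level of 4.52, while the other 3 libraries lay between 3.33 and 3.51. It was the 1 library far from its group by Dixon's test in 70 tests, each of a group on 1 of 14 measures. Chance alone picks about 1 in 20 tests, so this is no more than chance brings. This library is also the 1 newborn mTEC library of batch 3.

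Some differences between groups were not the same in cTEC and mTEC. Between adult and aged TEC, 179 of 14624 genes differed by unequal amounts in cTEC and mTEC, and between adult WT and FoxN1MycTg TEC 1182 of 15647 genes did. Of the gene lists, 3 differed between the lineages in ageing with an estimated correlation. G2M genes fell further in cTEC by -2.79 (median over 52 genes, mean changes -3.02 in cTEC and -0.231 in mTEC, adjusted p = 0.0105), proteasome genes by -0.511 (31 genes, -0.566 and -0.0696, adjusted p = 0.0105), and haematopoietic genes by -2.69 (7 genes, -2.39 and 0.186, adjusted p = 0.0153).

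The lists of cell cycle genes had lower mean levels in aged than in adult cTEC. Few of their members were called, and neither list was called with an estimated correlation. For G2M genes, batches in place of age are argued against: within a batch that holds both ages, the smallest gap in G2M level between an adult and an aged library was 1.38, but for S phase genes batches stay open, since the same gap was -0.709. RNA of dividing thymocytes, which the sort of CD45-negative cells would remove unless they lie inside cTEC as the thymic nurse cells of the paper do, cannot be told apart from a change in cTEC, because the thymocyte genes were also higher in adult than in aged cTEC libraries, by 1.74 on average. With the level of the study's T cell contaminant genes in the fit, the G2M difference was -1.79 (SE 1.07) in place of -3.02 (SE 0.523), and the S phase difference -0.0731 (SE 1.26) in place of -1.34 (SE 0.601), which leaves this open because that level itself follows age. Slower division of aged cTEC stays open as well and was not tested.

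Ribosomal protein genes were higher in FoxN1MycTg than in adult WT TEC, although with an estimated correlation the list was not called in either lineage. An effect of batch 2 is argued against, since within batch 2 the level in FoxN1MycTg mTEC was 1.16 above WT mTEC. The older age of the transgenic mice cannot be told apart from the transgene, since no WT mice of 10 weeks were measured. From adult to aged mTEC the level differed by -0.0616, a span that does not separate 4 to 6 weeks from 10 weeks. Reads shared with ribosomal pseudogenes were not tested. From these data alone, induction of these genes by Myc remains a hypothesis. The paper's other evidence includes a higher single-cell ribosomal score and more pyronin Y and puromycin staining in FoxN1MycTg TEC. Those measures were not analysed here.

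NF-kB and dissociation response genes were lower in FoxN1MycTg than in adult WT TEC, although with an estimated correlation neither list was called in cTEC. An effect of batch 2 is argued against by a difference of -3.25 in the NF-kB level of mTEC within batch 2. A weaker response to digestion in the transgenic preparations cannot be told apart from weaker cytokine signalling: the median of -2.41 for NF-kB members outside the dissociation list is that of the whole list, since no gene is on both, and separates nothing. Less cytokine signalling in FoxN1MycTg TEC stays open and was not tested.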

How the results depend on the processing

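Of the alternatives below, quantile normalization repeated, median centring, no trend in the prior variance, the filter at a value of 2, values floored at 0 and leaving out batch 2 are tests chosen after seeing the data; the others were set before the data were examined. Counts are called genes, in limma, rises and falls together. Results named only by their ages are for cTEC unless mTEC is given. DESeq2, edgeR with TMM or RLE factors, components of TMM log2 values, a separate limma-voom fit and the pseudocount of 0.25 need counts and were not run. The batch term left 0 fetal genes and gives no share for them. The causes of the changes below were not tested. Depth is unknown, so what it limits cannot be stated; genes near the floor of the table carry the least certain differences.

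With batch as a term, adult against E13.5 gave 404 in cTEC and 2978 in mTEC, aged against adult 22 and 0, FoxN1MycTg against adult 45 and 2126, newborn against E17.5 0, adult against newborn 1, newborn against E13.5 0, and cTEC against mTEC at E17.5 627. The lineage interaction with ageing was 103, lists in aged mTEC 4, and shared genes 276 for adult against E13.5, 0 for aged and 8 for FoxN1MycTg. Where few libraries of the compared groups share a batch, this term leaves little to compare. Lost calls then cannot tell a batch effect from low power.

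With the replicate block, adult against E13.5 gave 707 in cTEC and 3173 in mTEC, aged mTEC 0, FoxN1MycTg 1 in cTEC and 499 in mTEC, E15.5 against E13.5 21, newborn against E17.5 0, adult against newborn 2, cTEC against mTEC 43 at E15.5 and 2070 in adults, and the interactions 30 with ageing and 495 with the transgene. The numbers do not pair the libraries, so this block mainly takes up degrees of freedom.

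With all 51 libraries in one fit, adult cTEC against E13.5 gave 3193, aged 1010 in cTEC and 36 in mTEC, FoxN1MycTg cTEC 2906, E15.5 against E13.5 346, E17.5 against E15.5 115, newborn against E17.5 286, adult against newborn 1594, cTEC against mTEC 920 at E15.5 and 2024 at E17.5, shared genes 2110, 4 and 875 for adult, aged and FoxN1MycTg, and 12.16% of fetal genes raised. At a 2-fold change and unadjusted p under 0.05, the counts were 3342 for adult cTEC against E13.5, 1445 and 720 for aged cTEC and mTEC, 3257 for FoxN1MycTg cTEC, 934 for E15.5, 356 for E17.5, 1002 for newborn and 2051 for adult cTEC against the age before, 1564 and 2494 for cTEC against mTEC at E15.5 and E17.5, 2679 for newborn against E13.5, 1471 and 3400 for the interactions, 2187, 74 and 1133 for shared genes, and 12.12% for fetal genes.

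Within batch 2 alone, FoxN1MycTg gave 0 in cTEC and 949 in mTEC, 0 shared genes and 0% of fetal genes; the lone WT cTEC library is assumed to vary like the others. Without batch 2, aged against adult gave 168 in cTEC and 0 in mTEC, with 0 shared. Without a trend, aged cTEC gave 92, FoxN1MycTg cTEC 445, E15.5 against E13.5 20, newborn against E17.5 32, newborn against E13.5 657, shared genes 855, 0 and 132, and fetal genes 1.587%. Median centring gave 5 in aged mTEC, 17 for E15.5, 1 for newborn against E17.5, 0 shared in ageing and 2.857% of fetal genes. Without a low-value filter, aged mTEC gave 1, E15.5 against E13.5 11 and newborn against E17.5 0; with the filter at 2, aged mTEC gave 1 and newborn against E17.5 6. Newborn against E17.5 gave 7 with quantile normalization repeated and 12 with values floored at 0, which gave 2 shared genes in ageing. With genes scaled to unit variance, the first component held 21.3%. Keeping the T cell genes moved none of these counts by over 1.5 times.

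With an estimated correlation, the called lists were 7 in adult cTEC and 16 in adult mTEC against E13.5, 0 in aged cTEC, 0 in aged mTEC, 0 in FoxN1MycTg cTEC and 9 in FoxN1MycTg mTEC. Ribosomal proteins then gave adjusted p = 0.358 and 0.315 in adult cTEC and mTEC and adjusted p = 0.301 and 0.0719 in FoxN1MycTg cTEC and mTEC, and G2M genes in aged cTEC gave adjusted p = 0.0672.

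Some directions reversed. Cell adhesion in FoxN1MycTg cTEC turned downward with the replicate block (adjusted p = 0.972), without adult FoxN1MycTg cTEC replicate 2 (adjusted p = 0.772) and without adult cTEC replicate 4 (adjusted p = 0.906), with a range of adjusted p = 0.578 to 0.951 over the libraries left out, and its mean level turned to 0.0315 with values floored at 0. The thymocyte level in FoxN1MycTg mTEC turned to -0.3046 with the T cell genes kept.

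Each library of the groups of 5 or fewer was left out in turn; the 8 adult mTEC libraries were not. The ranges were 900 to 1777 for adult cTEC and 4427 to 4943 for adult mTEC against E13.5, 114 to 349 and 0 to 9 for aged cTEC and mTEC, 446 to 1455 and 2542 to 2987 for FoxN1MycTg cTEC and mTEC. For cTEC steps they were 6 to 33 at E15.5, 0 to 0 at E17.5, 0 to 25 at newborn and 166 to 453 at adult, and 514 to 1262 for newborn against E13.5. For cTEC against mTEC they were 52 to 358, 697 to 1490, 1721 to 2402, 3292 to 3512 and 2754 to 3602 from E15.5 to aged, and for the interactions 107 to 231 and 766 to 1352. Called lists ranged over 24 to 25, 26 to 27, 15 to 19, 6 to 15, 12 to 16 and 17 to 19 in the main comparisons, in the same order. The ribosomal protein list ranged over adjusted p = 3.77e-16 to 7.46e-09 and 1.73e-14 to 2.46e-08 in adult cTEC and mTEC, and 6.92e-33 to 3.48e-22 and 4.59e-40 to 2.28e-39 in FoxN1MycTg cTEC and mTEC; G2M genes in aged cTEC ranged over 1.05e-19 to 3.42e-14. The interaction with ageing was 115 without adult cTEC replicate 2, 107 and 118 without aged mTEC replicates 2 and 5, and that with the transgene 766 without FoxN1MycTg mTEC replicate 2; lists in aged mTEC were 6 without aged replicate 3. Libraries whose removal moved the other counts by over 1.5 times are named beside those counts above, and for newborn cTEC against E13.5 they are newborn replicates 2 and 3 (571 and 685) and E13.5 replicates 1, 2 and 3 (514, 561 and 596).

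Of 236 results for named genes, each a gene in a comparison, 147 kept their direction and their side of the threshold with the batch term, 158 with the replicate block, 224 with all libraries in one fit, 225 without a low-value filter, 194 without a trend, 229 with median centring, 233 with quantile normalization, 236 with the T cell genes kept, 41 of 96 within batch 2, 127 of 140 without batch 2 and 1247 of 1365 when single libraries were left out.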

Differences from the paper's values

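Values floored at 0 and quantile normalization repeated are tests chosen after seeing the data; the other settings named here were set before the data were examined.

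The paper's values in this paragraph are differences of the group means of adult and E13.5 TEC listed in Supplementary Data 1. For adult cTEC, Ly6a differs by the paper's 11.07 and 13.70 here, Lgals9 by the paper's 10.24 and 12.73 here, and H2-Q6 by the paper's 9.451 and 12.53 here. For adult mTEC, Reg3g differs by the paper's 11.77 and 14.17 here, Skint10 by the paper's 10.74 and 14.07 here, and Calcb by the paper's 10.67 and 13.70 here. Of the alternatives set in advance, none brought any of the 6 to the paper's value: no low-value filter, the T cell genes kept, all 51 libraries in one fit, the batch term (13.24, 12.73, 13.14, 15.05, 14.60 and 13.50) and the replicate block (13.39, 12.74, 12.58, 14.07, 14.09 and 13.40). With values floored at 0, a setting chosen after seeing the values, Ly6a (10.43), Lgals9 (9.57), H2-Q6 (8.76) and Reg3g (11.14) came within the spread of the paper's, while Skint10 (9.87) and Calcb (9.85) did not; all 6 genes stayed called under it, so it drops 0 of them. The scales differ at low values: the lowest E13.5 mean was -0.629 and -0.691 in the supplement's cTEC and mTEC sheets and -3.77 and -4.29 in the deposited table for the same genes, whereas genes at 6 or above differed by a median of 0.228 and 0.234.

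The first component holds the paper's 20% of the variance and 28.5% here; with genes scaled to unit variance it held 21.3%, and the second, the paper's 10%, 10.4%. The paper gives 292 T cell genes, and its supplement lists 291.

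The paper states that the second component shows greater changes over short steps of cTEC development, from embryo to adult, than from adult to aged. Here the means on that component differ by less between successive embryonic ages than between adult and aged cTEC: -94, -78.5, -47 and -14.6 from E13.5 to newborn, and 120 and 172 in adult and aged cTEC. The step from newborn to adult is larger than that from adult to aged. All these steps were read from unscaled components and were not computed with genes scaled to unit variance. The paper states that replicates cluster closely, from a minimum spanning tree that was not computed here. The distance used here was over unscaled values, took in genes near the floor and is an unlike measure. The nearest library was of the same group for 22 of 45 libraries, among them 5 of 5 aged cTEC and 7 of 8 adult mTEC. It came from another group for every library of E15.5 cTEC, E17.5 cTEC, adult cTEC, E15.5 mTEC and newborn mTEC.

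The paper sets antigen presentation among pathways high in adulthood or rising with age, over all ages with E13.5 TEC as baseline. Its statement does not single out the step from adult to aged, which is given here. In aged against adult cTEC, the MHC class I list had a median log2 change of -0.09 (adjusted p = 0.0885) and the class II list, with 0 of 16 members called in limma, was lower at the preset correlation (adjusted p = 0.408 with an estimated correlation), while both were higher in adult than in E13.5 TEC. In aged against adult mTEC, the mean change of class I was log2 0.25, a list called higher at the preset correlation only. The paper states that genes still falling in aged cTEC are enriched for growth pathways. Its test took top-ranked genes, not genes called at an adjusted p, so the counts here are an unlike measure. Ribosome biogenesis factors had 0 called genes in limma (adjusted p = 0.234), while 8 of 36 G2M genes and 7 of 72 Myc targets fell (adjusted p = 0.0672 and 0.269 with an estimated correlation). Cytosolic ribosomal proteins, closer to the paper's KEGG ribosome set, had a mean log2 change of -0.328. That list was lower at the preset correlation but not with an estimated one.

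The paper lists cell adhesion among pathways lowered by the transgene; the list gave adjusted p = 0.867 in cTEC and 0.341 in mTEC, with 8 of 42 and 7 of 43 members higher and 8 and 5 lower. The same sentence lists the interferon response, of which 17 of 44 members fell in cTEC (adjusted p = 0.056 with an estimated correlation) and 10 of 44 in mTEC, with adjusted p = 0.0805 for the list. The paper states that the transgene raised cell cycle genes. Its evidence for more division includes a higher single-cell proliferation score and more BrdU-positive TEC, which were not analysed here. In the bulk libraries the G2M list had a median of -0.76 in FoxN1MycTg cTEC (adjusted p = 0.43 with an estimated correlation). There the level of T cell contaminant genes fell too, from 3.82 to 2.15. The G2M list gave adjusted p = 0.89 in mTEC. Ccnd1, which encodes cyclin D1, rose in FoxN1MycTg mTEC (log2 1.78, SE 0.629, adjusted p = 0.0490), a call that ended with values floored at 0. Its difference in cTEC was 3.11 (SE 1.35, adjusted p = 0.164).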

Other observations

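All tests in this part were planned except the comparison with simulated shared controls and the description of Supplementary Data 1, which were chosen after seeing the results.

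Tuft cell markers moved in opposite directions in the 2 lineages of FoxN1MycTg mice. In mTEC 18 of 23 rose and 0 fell (18 over the list alone, median log2 3.03, adjusted p = 7.45e-09, and adjusted p = 0.0712 with an estimated correlation), among them the taste transduction gene Gnat3 (log2 3.72, SE 0.379, adjusted p = 1.05e-05) and Rgs13, a regulator of G protein signalling (log2 2.55, SE 0.439, adjusted p = 7.69e-04). In cTEC 9 of 21 fell and 1 rose (13 and 1 over the list alone, median log2 -5.18, adjusted p = 7.99e-08, and adjusted p = 0.301 with an estimated correlation), Gnat3 by -8.94 (SE 1.38, adjusted p = 0.00520). The difference between the lineages gave adjusted p = 0.0628 with an estimated correlation. Within batch 2 the tuft level was 5.33 to 6.91 in FoxN1MycTg and 2.78 to 2.92 in WT mTEC. In aged cTEC 0 of 19 were called and 4 were lower over the list alone (median log2 -3.28, adjusted p = 1.92e-08, and adjusted p = 0.269 with an estimated correlation). The paper reports more tuft cells among FoxN1MycTg mTEC in its single-cell data, which were not analysed here.

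Genes of Aire-expressing mTEC fell in FoxN1MycTg mTEC. Of the Aire-dependent tissue antigens, 14 of 21 fell (14 over the list alone, median log2 -2.79, adjusted p = 1.24e-08, and adjusted p = 0.00931 with an estimated correlation), such as Iapp, a pancreatic hormone (log2 -3.58, SE 0.313, adjusted p = 3.36e-06). Aire itself fell by a log2 change of -2.61 (SE 0.329, adjusted p = 6.08e-05) and Cd80, a costimulatory molecule of mature mTEC, by -3.29 (SE 1.01, adjusted p = 0.0274). By flow cytometry the paper finds the frequencies of CD80-positive and Aire-positive mTEC unaffected. In its single-cell data, the paper compares Aire-dependent genes of WT and FoxN1MycTg cells in each mTEC cluster and calls the levels comparable. It finds the proportions of mTEC subsets relatively unchanged, apart from more tuft cells in FoxN1MycTg. Those measures differ from mRNA of the whole mTEC population. Whether a shift in mTEC subsets lies behind the fall in these bulk libraries was not tested here. Of the mTEC markers 13 of 19 fell and 1, Krt5, rose (15 and 2 over the list alone, median log2 -2.44, adjusted p = 0.0114 with an estimated correlation). Within batch 2 the level of tissue antigens was 1.26 to 2.38 in FoxN1MycTg and 4.88 to 4.96 in WT mTEC. In that batch the dissociation response level fell too, averaging 5.13 in FoxN1MycTg and 7.3 in WT mTEC. In aged mTEC 0 of 20 tissue antigens were called and 3 were lower over the list alone (mean log2 -1.10, adjusted p = 1.63e-04, and adjusted p = 0.329 with an estimated correlation).

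Lists of metabolism and protein turnover were as follows. Oxidative phosphorylation was lower in adult cTEC against E13.5 TEC (10 of 58 fell, median log2 -0.38, adjusted p = 0.377 with an estimated correlation), in adult mTEC (23 fell and 1 rose, median -0.28, adjusted p = 0.349 with an estimated correlation) and as a list in aged cTEC (0 called, median -0.34, adjusted p = 3.11e-10, and adjusted p = 0.269 with an estimated correlation). Mitochondrial ribosomal proteins were lower in adult cTEC (3 of 77 fell, median log2 -0.63, adjusted p = 0.117 with an estimated correlation) and adult mTEC (28 fell and 2 rose, median -0.60, adjusted p = 0.215 with an estimated correlation), and in FoxN1MycTg they gave adjusted p = 0.837 in cTEC and 0.0913 in mTEC. Proteasome subunits gave adjusted p = 0.934 in adult cTEC, where the median was -0.02 and the test pointed upward, and 0.0649 in adult mTEC, and in FoxN1MycTg 0.0973 in cTEC and 0.924 in mTEC, where the median was -0.01, the mean 0.05 and the test pointed downward. The Wnt pathway gave adjusted p = 0.361 in adult cTEC and 0.0386 in adult mTEC (15 of 36 fell and 4 rose, adjusted p = 0.0623 with an estimated correlation), and in FoxN1MycTg 0.253 in cTEC and 0.68 in mTEC, where the median was 0.18, the mean -0.69 and the test pointed downward.

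Lists of other cells were measured too. Macrophage and dendritic cell genes fell in FoxN1MycTg mTEC with a median log2 change of -4.36, among them the lysozyme gene Lyz2 (log2 -4.36, SE 0.634, adjusted p = 1.95e-04). Erythroid genes fell in FoxN1MycTg mTEC (6 of 10, median log2 -4.83, adjusted p = 2.71e-04, and adjusted p = 0.0667 with an estimated correlation). Thymocyte genes were higher in adult cTEC than E13.5 TEC (2 of 11 rose, median log2 0.71, adjusted p = 0.00879, and adjusted p = 0.155 with an estimated correlation) and gave adjusted p = 0.539 in adult mTEC. Fibroblast genes gave adjusted p = 0.402 in adult cTEC (median 0.19, mean -0.21, test upward) and 0.0323 in adult mTEC (5 of 14 rose and 1 fell, adjusted p = 0.0721 with an estimated correlation). B cell genes gave adjusted p = 0.361 in adult cTEC and 0.171 in adult mTEC, and endothelial genes 0.316 in adult mTEC. Parathyroid genes were lower in adult cTEC (3 of 5 fell, median -6.17, adjusted p = 0.077 with an estimated correlation) and adult mTEC (4 of 6, median -4.47, adjusted p = 0.238 with an estimated correlation) than in E13.5 TEC. Keratinocyte-like mTEC genes rose in adult mTEC (9 of 18, median log2 2.73, adjusted p = 0.125 with an estimated correlation). Sex-linked genes gave adjusted p = 0.368 and 0.475 in adult cTEC and mTEC.

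Other splits of the same libraries into groups of the same sizes were fitted in the same way. These values look adjusted for batch with the real groups retained, which favours the real grouping over any other split. The splits therefore cannot exclude chance, and their counts only describe the data. The real grouping alone reached its number of changed genes for adult cTEC (1 of 56 splits gave as many as 1692, highest other 16) and adult mTEC (1 of 100, 5979, 0) against E13.5. The same was true of aged against adult cTEC (1 of 100, 293, 3) and of FoxN1MycTg cTEC (1 of 56, 1248, 253) and mTEC (1 of 100, 3607, 4). So it was for adult against newborn cTEC (1 of 56, 371, 54), and for cTEC against mTEC in newborn (1 of 35, 2682, 0), adult (1 of 100, 3568, 170) and aged mice (1 of 100, 3281, 1). It was also true of the shared genes of adult (1 of 100, 1313, 0) and FoxN1MycTg TEC (1 of 100, 518, 0). The interactions with ageing (1 of 100, 179, 22) and the transgene (1 of 100, 1182, 870) gave the same. For the transgene another split thus gave more than the 766 left without FoxN1MycTg mTEC replicate 2. The number of lists called tells little, since other splits of adult and E13.5 libraries called nearly as many of the 33 lists in cTEC (1 of 56, 25, 24) and mTEC (1 of 100, 27, 26). Nothing is concluded from the 3 genes of aged mTEC (1 of 100 splits gave as many, highest other 2), which became 0 with the batch term and without batch 2. The same holds for the 1 gene shared in ageing (1 of 100, highest other 0), which became 0 with the batch term, with median centring and without batch 2. Chance cannot be excluded for the number of lists called in aged cTEC (10 of 100 splits gave as many as 16, highest other 19), aged mTEC (9 of 100, 10, 12), FoxN1MycTg cTEC (15 of 56, 14, 20) and FoxN1MycTg mTEC (11 of 100, 17, 19). For the share of fetal genes raised less that of other genes, -0.77 percentage points, all 56 of 56 splits gave as high a value (highest other 0.1404). That count looks for an excess, and the real value was the lowest, so it decides nothing about a deficit. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05: E15.5 cTEC against E13.5 TEC gave 53 and 0, E17.5 against E15.5 cTEC 0 and 0, newborn against E17.5 cTEC 2 and 0, newborn cTEC against E13.5 TEC 1197 and 0, and cTEC against mTEC 490 and 0 at E15.5 and 1315 and 0 at E17.5 (real value and highest other).

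Splits in which the smaller group held libraries of a single batch gave at most 2 changed genes, but up to 14 lists for FoxN1MycTg cTEC and up to 18 for FoxN1MycTg mTEC, as many as the real groups or more. In values that look adjusted for batch, so few changed genes cannot show whether batch could bring calls. Within batch 2, 10 of 10 list results compared kept their direction and their side of the threshold.

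In simulated data, changes of log2 1, 2 and 4 were added to 200 genes. They were called in 0%, 8.96% and 30.3% of cases in adult cTEC against E13.5 TEC and in 4.48%, 26.9% and 54.5% in FoxN1MycTg mTEC. Most changes of log2 1 or 2 went uncalled there. With more changed genes, as in the data, the adjusted threshold is looser and these shares can be higher. The covariance across genes of the FoxN1MycTg change with the change from adult to E13.5 was 2.16 in cTEC and 4.36 in mTEC, beside 0.759 and 0.348 in simulations without any change but with shared adult libraries.

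The genes of Supplementary Data 1 are highly expressed. Of the 1999 genes in each sheet, the median mean expression was 7.34 for cTEC and 7.43 for mTEC, against 2 and 1.83 for all genes of the table, and 44.6% and 57.1% spanned less than 2-fold between group means. The F statistic ranked with mean expression (Spearman 0.738 and 0.801 across genes) and hardly with the span (-0.0179 and -0.115).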
